# A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition

**DOI:** 10.1371/journal.pone.0004109

**Published:** 2008-12-31

**Authors:** Kira Foygel, Bokyung Choi, Sunny Jun, Denise E. Leong, Alan Lee, Connie C. Wong, Elizabeth Zuo, Michael Eckart, Renee A. Reijo Pera, Wing H. Wong, Mylene W. M. Yao

## Abstract

**Background:**

Compared to the emerging embryonic stem cell (ESC) gene network, little is known about the dynamic gene network that directs reprogramming in the early embryo. We hypothesized that Oct4, an ESC pluripotency regulator that is also highly expressed at the 1- to 2-cell stages in embryos, may be a critical regulator of the earliest gene network in the embryo.

**Methodology/Principal Findings:**

Using antisense morpholino oligonucleotide (MO)-mediated gene knockdown, we show that Oct4 is required for development prior to the blastocyst stage. Specifically, Oct4 has a novel and critical role in regulating genes that encode transcriptional and post-transcriptional regulators as early as the 2-cell stage. Our data suggest that the key function of Oct4 may be to switch the developmental program from one that is predominantly regulated by post-transcriptional control to one that depends on the transcriptional network. Further, we propose to rank candidate genes quantitatively based on the inter-embryo variation in their differential expression in response to *Oct4* knockdown. Of over 30 genes analyzed according to this proposed paradigm, *Rest* and *Mta2*, both of which have established pluripotency functions in ESCs, were found to be the most tightly regulated by Oct4 at the 2-cell stage.

**Conclusions/Significance:**

We show that the Oct4-regulated gene set at the 1- to 2-cell stages of early embryo development is large and distinct from its established network in ESCs. Further, our experimental approach can be applied to dissect the gene regulatory network of Oct4 and other pluripotency regulators to deconstruct the dynamic developmental program in the early embryo.

## Introduction

The early mammalian embryo, formed by the fusion of the highly differentiated egg and sperm, undergoes dramatic reprogramming. Totipotency or pluripotency is presumed to be established in blastomeres, followed by the first lineage-specific differentiation into trophectoderm and the inner cell mass (ICM) in the early blastocyst [1]. The developing fetus and embryonic stem cell (ESC) lines are derived from the ICM, so understanding early mammalian embryo development is critical to research on human diseases, and to the generation of pluripotent ESCs for therapeutic use [2]–[6]. Hence, determining the role of ESC regulators of self-renewal and pluripotency in the context of the early embryo may provide opportunities to better understand embryo development and ESC biology. (For our purposes here, the early embryo encompasses developmental stages that follow fertilization and precede blastocyst formation.)

Reprogramming in the early embryo is concurrent with massive degradation of maternal transcripts, and waves of embryonic activation that occur at the 1- to 2-cell, 4- to 8-cell (hereafter, multicell refers to stages between, but not including, 4-cell and morula), and morula to blastocyst stages [7]–[9]. However, the dynamic gene regulatory network that directs reprogramming has remained elusive. We approached this dynamic gene network by investigating the function of *Oct4* (also known as *Pou5f1*). *Oct4* expression is restricted to pluripotent cell types, and the level of Oct4 protein can direct lineage-specific differentiation in ESCs [10]–[13]. Despite rapid degradation of maternal *Oct4* transcripts starting at the 2-cell stage [10], [12], maternal and embryonic *Oct4* transcripts may transiently coexist. Consequently, Oct4 function specific to the maternal-embryonic transition cannot be addressed by *Oct4^−/−^* mice (which have defective ICM expansion) [10], conditional deletion of the maternal allele [supporting information (SI) Fig. S1], or studies using small interfering RNA (siRNA) [14], [15]; sufficiently rapid knockdown of both maternal and embryonic transcripts is unlikely to be possible. For example, RNAi-mediated *Oct4* knockdown resulted in development past the multi-cell and morula stages to a blastocyst-like state comprising giant trophoblasts and non-Oct4-expressing cells in the usual location of the ICM [15]. However, the role of Oct4 during the early cleavage stages, prior to the formation of the ICM, has not been investigated.

## Results

### Morpholino-mediated Gene Knockdown

Here, we provide proof-of-concept of the efficiency and specificity of MO-mediated gene knockdown in the mouse embryo by testing the procedure on the *Ccna2* gene. We then report the novel role of Oct4 that was revealed by MO-mediated gene knockdown. *Ccna2*, the gene encoding cell cycle regulator cyclin A2, has been suggested as an important transcriptional regulator in embryonic genome activation [16], a critical developmental milestone at the 1- to 2-cell stages for which few clear mechanisms or regulators have emerged. Consistent with the literature, MO-mediated *Ccna2* knockdown decreased cyclin A2 protein expression. In addition, our results showed that cyclin A2 is required for development beyond the 2-cell stage (Fig. 1, *A–G*, SI Tables S1 and S2). MOs block translation of transcripts by steric hindrance in an efficient and gene-specific manner, which has been well established in zebrafish and other model organisms [17]–[20]. Most importantly, MOs mediate rapid knockdown of transcripts regardless of their maternal or embryonic origin, before activation of downstream genes can provide partial “rescue” of the phenotype.

**Figure 1:**
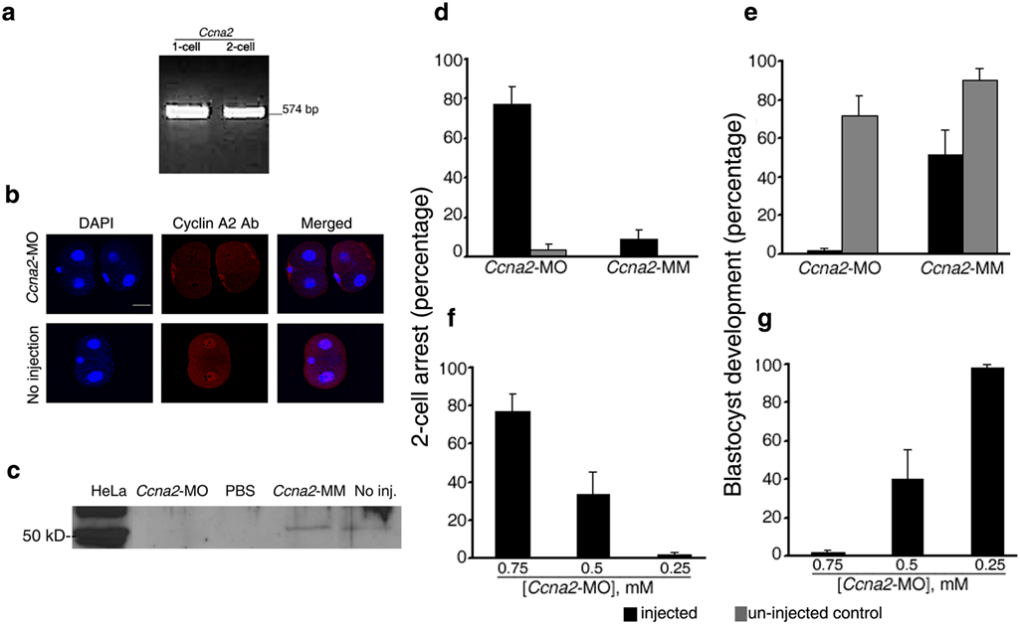
Translational block of cyclin A2 by *Ccna2*-MO causes embryos to arrest at the 2-cell stage. (*A*) *Ccna2* expression in 1- to 2-cell embryos by RT-PCR. (*B*) Nuclear cyclin A2 localization was absent in 83.4±6.0% of *Ccna2*-MO-injected embryos but present in all uninjected embryos and embryos injected with a mismatch control (*Ccna2*-MM); p<0.01). (*C*) ∼50 kD cyclin A2 protein was not detected in *Ccna2*-MO-injected embryos. (PBS, phosphate buffered saline.) (*D*) *Ccna2*-MO induced higher rates of 2-cell stage arrest compared to controls (p<0.01). (*E*) Only 1.8±1.8% of *Ccna2*-MO-injected embryos reached blastocyst stage (p = 0.06 compared to *Ccna2*-MM). (*F*) The rates of 2-cell stage arrest decreased with the concentration of *Ccna2*-MO (p = 0.05 for 0.5 mM; p = 0.01 for 0.25 mM). (*G*) The rate of blastocyst development at were higher at 0.25 mM than at 0.75 mM (p<0.001). (All columns and error bars represent mean±s.e.m., respectively, from at least three independent sets of experiments. Scale bar 40 µm. See SI Table S1 for the targeted sequence of all MOs used, and SI Table S2 for the total number of embryos tested in each set of experiments.)

### *Oct4* Knockdown at the 1- to 2-Cell Stages

By combining MO-mediated gene knockdown with global gene expression profiling and single-embryo level quantitative RT-PCR (q-PCR), we determined the influence of Oct4 on gene expression, and analyzed the Oct4-regulated gene network in the early embryo (Figs. 2 and 3; SI Fig. S2). Consistent with the literature [12], we confirmed *Oct4* gene expression at the 1-cell stage (SI Fig. S3). After 1-cell embryos were microinjected with 0.6 mM *Oct4*-MO, the rate of developmental arrest at the 1- to multicell stages was dramatically higher than that observed for uninjected and mismatch (*Oct4*-MM) controls (Fig. 2, *A* and *B*). Of embryos injected with *Oct4*-MO that reached the multicell stage, 86.8±8.3% arrested and did not form morulae, compared to 10.5±10.5% embryos injected with *Oct4*-MM (p<0.01; data not shown). Most remarkably, none of the *Oct4*-MO-injected embryos developed to blastocysts, compared to relatively high blastocyst rates of *Oct4*-MM-injected and uninjected embryos (p<0.01; Fig. 2*C*). In contrast to the blastocyst-like stage that results after knock down of Oct4 with siRNA [15], embryos injected with *Oct4*-MO did not undergo further development or cell division after the multi-cell to morula stages. Further, the specificity of *Oct4*-MO is supported by the direct relationship between the phenotype severity and presumed “gene-dosage” as titrated by *Oct4*-MO concentration (Fig. 2, *D* and *E*). Oct4 protein expression was indeed reduced in *Oct4*-MO-injected embryos at the 4-cell (SI Fig. S4) and multi-cell stages (Fig. 2*F*, SI Fig. S5). However, *Oct4* knockdown could not be assessed by western blot (SI Fig. S6). Injection of another MO, targeting an intron-exon boundary in *Oct4*, confirmed that disruption of Oct4 function is detrimental to development before the blastocyst stage (SI Fig. S7).

**Figure 2:**
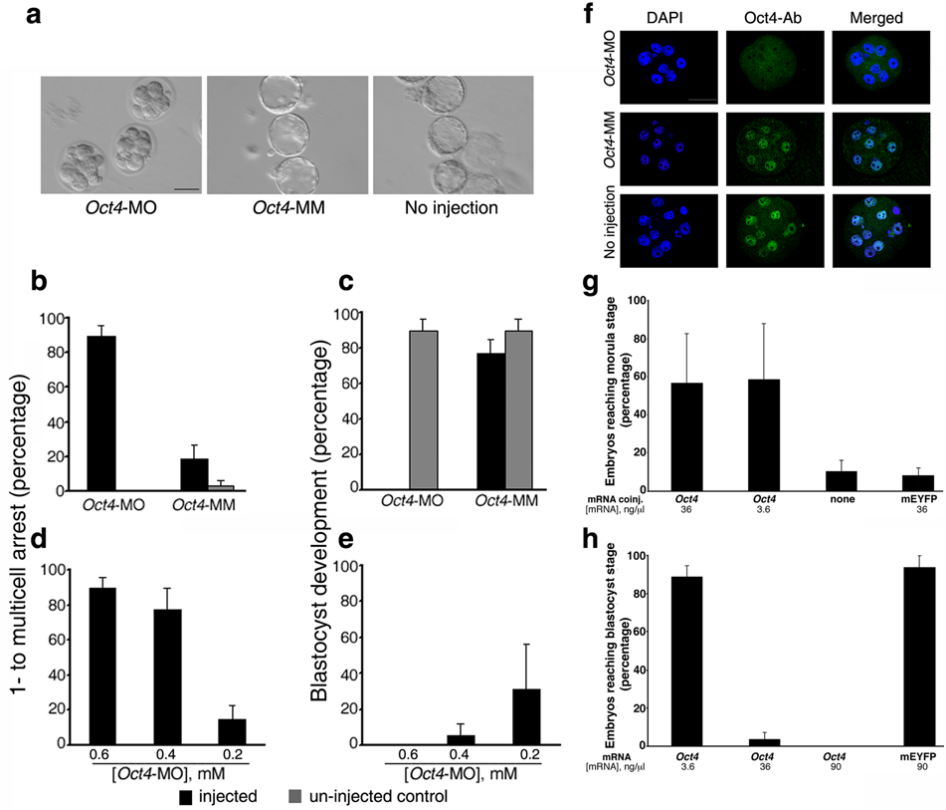
Oct4 is required for early embryo development prior to formation of the blastocyst. (*A*) *Oct4*-MO-injected embryos arrested at multicell stage, while uninjected and mismatch (*Oct4*-MM) controls reached blastocyst stage. (*B*) *Oct4* knockdown induced higher arrest rates at the 1- to multicell stages; p<0.01. (*C*) None of the *Oct4*-MO-injected embryos developed to blastocysts. (*D*) The rates of arrest at the 1- to multicell stages decreased with concentration of *Oct4*-MO (p<0.01). (*E*) There was a non-significant trend for higher rates of blastocyst development with decreasing concentrations of *Oct4*-MO. (*F*) Nuclear Oct4 expression is absent in *Oct4*-MO-injected embryos (top panel) but present in *Oct4*-MM-injected embryos and uninjected. The effect of *Oct4* knockdown could not be assessed by western blot because Oct4 protein was not detectable in pooled embryos by western blot (SI Fig. 6). (*G*) Compared to no coinjection or mEYFP mRNA co-injection, co-injection of 36 or 3.6 ng/µL of *Oct4* mRNA resulted in partial rescue of the *Oct4*-MO-induced phenotype by specifically decreasing the arrest rates at the 1- to multicell stages, which resulted in higher rates blastocyst development (p<0.01). (*H*) Overexpression of *Oct4* mRNA induced higher developmental arrest in a dose-dependent manner, such that blastocyst rates are significantly lower after injection of Oct4 mRNA at 36 or 90 ng/µL, compared to overexpression of mEYFP (p<0.01). (Scale bar = 40 µm).

**Figure 3:**
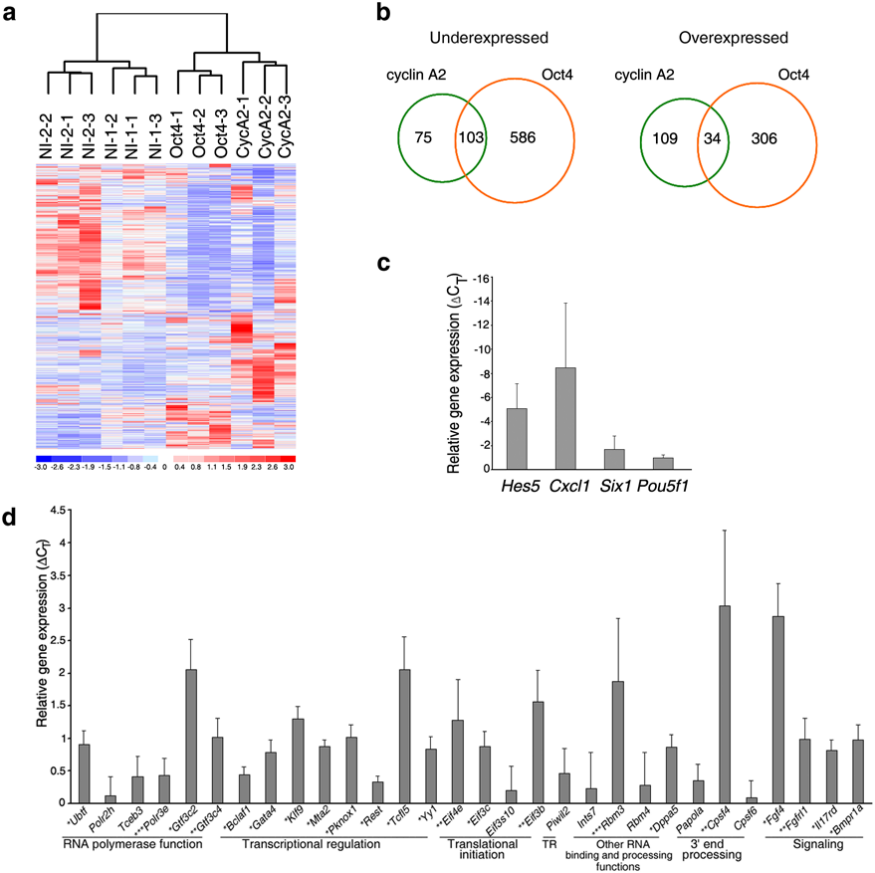
Gene regulation by Oct4. (*A*) Unsupervised clustering of 3 *Oct4* knockdown, 3 *Ccna2* knockdown, and 6 uninjected (NI) pooled embryo samples, and increased (red) and decreased (blue) gene expression. Scale is standard deviation. (*B*) Intersection of differentially expressed genes in *Oct4* and *Ccna2* knockdown embryos. Numbers indicate genes, not Affymetrix probesets. (*C–D*) Relative expression of *Oct4* knockdown by single-embryo q-PCR for (*C*) overexpressed genes (p<0.05 for *Hes5*) and (*D*) downregulated genes (*p<<0.001, **p<0.05, ***p<0.1). TR translational repression. Error bars indicate s.e.m. See SI Table S13 for a list of all the Taqman gene assays used for q-PCR experiments.

### Partial Rescue and Overexpression by Microinjection of *Oct4* mRNA

The critical function of Oct4 at the 1- to 2-cell transition was embryo-autonomous. The effects of Oct4 knockdown could not be rescued by media conditioned by uninjected embryos or the *in vivo* environment provided by transferring injected embryos to oviducts of appropriately timed surrogate mothers (data not shown). Co-injection of low (3.6 ng/µL) or high (36 ng/µL) concentrations of unaltered, full-length *Oct4* mRNA with 0.6 mM *Oct4*-MO resulted in a decrease in the percentage of embryos arresting at the 1- to multicell stages, compared to co-injection of control mRNA encoding a modified enhanced yellow fluorescent protein (mEYFP) (Fig. 2*G*). No embryos co-injected with *Oct4* mRNA arrested at the multicell stage, while 80.0±5.2% arrested after co-injection of mEYFP mRNA (p<0.01; data not shown). Thus, co-injection of *Oct4* mRNA, but not control mRNA, partially rescued the *Oct4*-MO-induced multicell stage arrest phenotype. The failure to achieve full rescue of the phenotype and the lack of a difference in developmental rates between the low and high concentrations of *Oct4* mRNA may be due to relative instability of the *in vitro* transcribed *Oct4* mRNA compared to *Oct4*-MO. Alternatively, *Oct4* overexpression may have adverse effects that challenge attempts to rescue the *Oct4* knockdown phenotype.

Hence, we next tested whether *Oct4* over-expression itself would interfere with development. Injection of 36 ng/µL and 90 µL/nL of *Oct4* mRNA resulted in 8 and 40 folds increase in *Oct4* transcript levels, respectively, while Oct4 protein localization remained nuclear on immunocytochemistry (data not shown). *Oct4* over-expression indeed induced developmental arrest in a dosage-dependent manner, while injection of comparable or greater amounts of mEYFP mRNA interfered minimally with blastocyst development (Fig. 2*H*). The “gene dosage” effect of *Oct4* RNA injection may be due to enhanced Oct4 functions in transcriptional regulation, or Oct4 over-production may allow non-specific promoter-binding, or extra Oct4 causes inappropriate sequestration and subsequent inactivation of co-factors. Collectively, these data definitively showed *Oct4* expression was required, and that its correct level was critical to early embryo development, just as pluripotency of ESCs depends on a precise range of *Oct4* expression levels [11], [21].

### Identification of Differentially-Expressed Genes in *Oct4* Knockdown

To dissect the mechanisms of Oct4 function, we compared the global gene expression profile of *Oct4* knockdown embryos to the effects of *Ccna2* knockdown and to uninjected controls at the mid-2-cell stage. 

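Gene expression was measured on 12 arrays, 3 for each of 4 groups: Oct4-MO embryos, Ccna2-MO embryos, and the uninjected embryos cultured in parallel with each. Each array held RNA from a pool of 20 embryos collected 43 h after hCG, of which the equivalent of 10 embryos was amplified in 2 rounds. Morpholino oligonucleotides (MO) block translation of an mRNA and need not lower its level, so the arrays do not test the knockdown itself. The Oct4 transcript, Pou5f1, was 2193 ± 331 in Oct4-MO embryos and 1923 ± 166 in their uninjected controls (SD, n = 3 each), a log2 fold change of 0.18 (standard error 0.13, adjusted p = 0.77) from limma. The Ccna2 transcript was 3595 ± 695 in Ccna2-MO embryos and 3872 ± 394 in their uninjected controls (SD, n = 3 each), a log2 fold change of -0.12 (standard error 0.14, adjusted p = 0.76) from limma. Values are array intensities on a linear scale, normalized by the authors with dChip. The median probe set of an array had a value of 22.7 to 25.5, and 39.3 to 42.7% of probe sets lay under 16, where differences are hard to measure. Here 16 was added to each value before taking log2, which shrinks the fold changes of dim probe sets. Each injected group was then tested against its own 3 uninjected pools with limma over 44937 probe sets, with Benjamini-Hochberg adjustment at 0.05. The paper gives a dose of 0.75 mM for Ccna2-MO and 0.6 mM for Oct4-MO, whereas the sample labels give 0.6 mM for both. Injected and uninjected pools with the same number came from the same collection of embryos, so a second fit took this pair as a block. Table S2 counts 3 experiments for each knockdown, and whether these fell on separate days is not given in the sources used here, so p-values measure only the spread between these pools. With 3 arrays per group, the number of arrays limits the precision.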

The goal was to identify differential gene expression that occurred with the first major wave of embryonic genome activation at the mid-2-cell stage [7], [8] (SI Tables S3, S4, S5 and S6). This time point was carefully selected to identify early genetic changes in response to *Oct4* knockdown, to precede developmental or cell cycle arrest at the multi-cell stage. 

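Trim43a, a member of a gene family transcribed around the 2-cell stage, was 1649.9 ± 377 in Oct4-MO embryos and 3555 ± 352 in their uninjected controls (SD, n = 3 each). It fell by 1.12 on the log2 scale (standard error 0.14, adjusted p = 0.022 from limma, and 0.0496 with the block). Of 56 genes activated at the 2-cell stage, listed before the data were examined, 22 were measured; Trim43a was the only call in Oct4-MO embryos, and adjusted over the list alone 1 was higher and 3 were lower. Sp110 and Zfp809 had log2 fold changes of -0.84 and -1.01 that did not pass (adjusted p = 0.26 and 0.31). The list had a median log2 fold change of 0.06, while its mean, -0.03, and its test leaned to lower values without passing (adjusted p = 0.86 from camera). In Ccna2-MO embryos Hspa1a, an Hsp70 gene transcribed early in genome activation, was the only call of this list (log2 fold change 1.29, adjusted p = 0.027 and 0.062 with the block). The list as a whole did not pass there (adjusted p = 0.41), with 7 genes higher and 4 lower when adjusted over the list alone.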

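Arrays were compared over the 1146 probe sets with a value over 500 on at least 2 arrays and a ratio of SD to mean between 0.4 and 1000, after the authors' filter. All 12 arrays had an array of their own group as the most similar one, and no array was most similar to its own paired pool. For these correlations each probe set was first centred on its mean over the 12 arrays and scaled by its SD. They therefore compare deviations from that mean, and values near or below 0 between groups do not mean that the levels disagree. The mean Pearson correlation across these probe sets was 0.452 among the Oct4-MO arrays and 0.217 among the Ccna2-MO arrays. It was 0.415 among the uninjected arrays of the Oct4-MO experiment and 0.448 among those of the Ccna2-MO experiment. Arrays of the 2 knockdowns had a mean correlation of -0.02 with each other, and arrays of the 2 uninjected groups one of 0.106. Oct4-MO arrays correlated with their own controls at -0.122 and Ccna2-MO arrays with theirs at -0.263. Correlations across probe sets describe these arrays, since probe sets are not independent replicates.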

Analysis by an unsupervised algorithm showed that the embryo samples clustered according to the experimental conditions, which further supported the specific and non-random effects of gene knockdown (Fig. 3*A*). 

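In Oct4-MO embryos 13 probe sets rose and 20 fell, and on their brightest probe set 5 genes rose and 12 fell. Kank4, an ankyrin-repeat protein that regulates actin, had the largest fall among the genes that passed (log2 fold change -3.26, standard error 0.44, adjusted p = 0.029, and 0.08 with the block). Acyp1, an acylphosphatase, fell by 3.05 on the log2 scale, and Apaf1, the scaffold of the apoptosome, fell by 2.25 (adjusted p = 0.021 and 0.036; 0.078 and 0.083 with the block). Sfi1, a centrosomal protein, was 3868 ± 841 in Oct4-MO embryos and 738 ± 192 in their uninjected controls (SD, n = 3 each), a log2 fold change of 2.38 (standard error 0.33, adjusted p = 0.034). In Ccna2-MO embryos 152 probe sets rose and 184 fell, for 84 higher and 85 lower genes on their brightest probe set. Rasl11b, a small GTPase, had the largest rise among the genes that passed there (log2 fold change 3.94, standard error 0.39, adjusted p = 0.0028). Atp8b1, a phospholipid flippase, had the largest fall among them, at 16.3 ± 13.3 in Ccna2-MO embryos and 314 ± 312 in their uninjected controls (SD, n = 3 each), with an adjusted p of 0.037. Apoo, a mitochondrial membrane protein, rose (log2 fold change 2.66, adjusted p = 0.0078), whereas Timd2, a cell surface receptor, fell (log2 fold change -2.40, adjusted p = 0.026). Gyg, the primer of glycogen synthesis, and Fam133b rose in both knockdowns. Slc1a1, a glutamate transporter, Smim7 and Larp4, an RNA-binding protein chosen after its values were seen, fell in both. Independent lists of these sizes would share 0.0231 higher and 0.0562 lower genes, against 2 and 3 observed. The comparisons share an estimate of the spread for each probe set, so the lists are not independent by design. The excess alone is therefore no evidence of a common response. At an unadjusted p under 0.05 there were 4161 probe sets in Oct4-MO and 6316 in Ccna2-MO embryos, where chance gives 2247. With the pair as a block, 4 probe sets passed in Oct4-MO embryos (Sfi1, Trim43a and a pair for Eif3e) and 124 in Ccna2-MO embryos, 51 higher and 73 lower. A test of the difference between the knockdowns called 1 probe set (2988 at an unadjusted p under 0.05), and none with the block.
The number of calls depends on single arrays of either experiment, since all 12 share the estimate of the spread. In Oct4-MO embryos it was 5 and 19 without Oct4-MO replicates 2 and 3, and 0, 13 and 0 without uninjected replicates 1, 2 and 3 of that experiment. It was 87 without Ccna2-MO replicate 2, and 2, 14 and 10 without uninjected replicates 1, 2 and 3 of the Ccna2-MO experiment. Every gene named here as rising or falling in Oct4-MO embryos, Sfi1, Kank4 and Eif3e included, therefore loses its call without uninjected replicate 1 or 3. In Ccna2-MO embryos the number was 60 and 652 without Ccna2-MO replicates 2 and 3, and 17, 122 and 71 without uninjected replicates 1, 2 and 3 of that experiment. It was 188 and 186 without Oct4-MO replicates 2 and 3, and 104, 184 and 114 without uninjected replicates 1, 2 and 3 of the Oct4-MO experiment. Of its 336 calls, 15 were also made without uninjected replicate 1 of its own experiment.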

At an arbitrary threshold false discovery rate (FDR) of 0.05, the Oct4-regulated gene set was more than 3 times larger, overall, compared to the number of genes changing expression in response to cyclin A2 knockdown (Fig. 3*B*). The different sizes of the under-expressed versus over-expressed *Oct4*-knockdown gene sets suggested that *Oct4* may be predominantly activating rather than repressing transcription (Fig. 3*B*). 

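Acyp1 was measured by 3 probe sets and Eif3e, a subunit of translation initiation factor Eif3, by another 3, and these make 6 of the 20 probe sets that fell. Other genes that fell were Inpp5e, a phosphoinositide phosphatase of cilia (log2 fold change -2.28, adjusted p = 0.035 and 0.078 with the block), and Ecsit, an adaptor of mitochondrial complex I assembly (log2 fold change -2.17, adjusted p = 0.021 and 0.078 with the block). Among the genes that rose were Sox1 and Ccdc102a, the latter dim and chosen after its values were seen. The lower share was 60.6% of calls with the 3 paired controls, 72.4% with array weights and 72.8% when all 6 uninjected arrays served as controls, where 123 probe sets were higher and 329 lower. Without Oct4-MO replicate 3 more were higher than lower, 12 against 7, and the sides were nearly equal without Oct4-MO replicate 2 (3 and 2) or uninjected replicate 2 (7 and 6). Over all probe sets tested, 3703 were higher and 3775 were lower on every Oct4-MO array than on every control, 16.6% of the probe sets where chance gives 10%. Brighter probe sets had a median log2 fold change of -0.03.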

Some of the Oct4 candidate target genes have previously been identified as putative Oct4 targets based on mESC chromatin immunoprecipitation (ChIP) data or genomic sequence analysis of Oct4-binding sites [22] (SI Table S7).

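Klf9 and Tfrc, the transferrin receptor, are among the genes of Table S7 listed as lower; Tfrc was 477 ± 219 in Oct4-MO embryos and 1292 ± 118 in their uninjected controls (SD, n = 3 each), a log2 fold change of -1.51 (standard error 0.32, adjusted p = 0.12). Dpm1, a dolichol-phosphate mannosyltransferase, had a log2 fold change of -1.54 (standard error 0.26, adjusted p = 0.063). Of 28 measured genes listed as lower, 27 lay below 0, with a median log2 fold change of -0.83; none passed over all probe sets in limma (22 at an unadjusted p under 0.05), and adjusted over the list alone 20 were lower. All 9 measured genes listed as higher lay above 0, with a median of 0.87; none passed over all probe sets (7 at an unadjusted p under 0.05), and adjusted over the list alone 7 were higher. Among these, Blcap, a protein linked to apoptosis, was 1002 ± 30.4 in Oct4-MO embryos and 428 ± 28.3 in their uninjected controls (SD, n = 3 each), with an adjusted p of 0.084 from limma. The study chose both lists on these arrays, so neither their direction nor their counts adjusted over the list alone are independent evidence. In Ccna2-MO embryos the genes listed as lower had a median of -0.54 and 3 of them fell (8 when adjusted over the list alone), among them Zbtb43, a zinc finger protein (log2 fold change -1.25, adjusted p = 0.039 and 0.0536 with the block).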

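In Ccna2-MO embryos Smarce1, a subunit of the SWI/SNF remodelling complex, fell (log2 fold change -1.10, adjusted p = 0.015), as did Mtf2, a Polycomb-like protein (log2 fold change -1.08, adjusted p = 0.03 and 0.056 with the block), and Baz2a, a subunit of the nucleolar remodelling complex (log2 fold change -0.90, adjusted p = 0.041 and 0.074 with the block). Ing3, a subunit of the NuA4 acetyltransferase, rose (log2 fold change 1.19, adjusted p = 0.039 and 0.074 with the block). Of 169 measured genes of chromatin modification and remodelling, 1 rose and 5 fell, and adjusted over the list alone 4 were higher and 11 lower. The list had a median log2 fold change of -0.11 (adjusted p = 0.023 from camera, and adjusted p = 0.24 with an estimated correlation). It passed under 19 of 22 alternatives, and not without Ccna2-MO replicate 1 (adjusted p = 0.078, the highest of its 22 alternatives at the preset correlation), with all 6 uninjected arrays as controls or over the brighter part of the array. Of 60 genes of nucleotide metabolism, Mthfd2, a folate enzyme, and Tk2, the mitochondrial thymidine kinase, rose (log2 fold change 0.99, adjusted p = 0.014; log2 fold change 1.69, adjusted p = 0.023 and 0.051 with the block). That list as a whole did not pass (median -0.12, adjusted p = 0.41), and adjusted over the list alone 4 of its genes were higher and 4 lower. Of 114 genes of mitosis and chromosome segregation, 5 fell and none rose, with 6 higher and 22 lower when adjusted over the list alone. Cenpe, a kinetochore motor, and Tacc3, a spindle protein, were among them (log2 fold change -1.22, adjusted p = 0.014; log2 fold change -1.35, adjusted p = 0.03). This list had a median of -0.25 (adjusted p = 9.0e-05 from camera, and adjusted p = 0.24 with an estimated correlation). Of 75 genes of DNA replication and repair, Fancm and Fen1 fell (log2 fold change -1.54, adjusted p = 0.0092; log2 fold change -1.11, adjusted p = 0.044 and 0.061 with the block) and Chek1 rose (log2 fold change 0.89, adjusted p = 0.031 and 0.057 with the block), with 2 higher and 5 lower when adjusted over the list alone. Its median was -0.18 (adjusted p = 0.025 from camera, and adjusted p = 0.33 with an estimated correlation), and it passed under 17 of 22 alternatives. It did not pass without Ccna2-MO replicate 1 (adjusted p = 0.078, the highest of its 22 alternatives at the preset correlation), Ccna2-MO replicate 2 or uninjected replicate 1 of that experiment, with all 6 controls, or over the brighter part.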

The list of cyclin A2-regulated genes was rich in genes encoding factors for chromatin modification and remodelling (p = 0.005), nucleotide metabolism (p = 0.01), and chromosome organization (p = 0.01; SI Tables S8, S9). Oct4-regulated genes were significantly enriched for translation (p = 1.1×10^−4^) and RNA processing functions (p = 3.0×10^−5^) (SI Tables S10, S11). 

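Genes of protein synthesis and of RNA processing were lower as groups in Oct4-MO embryos, although Eif3e was the only gene of these lists to pass on its brightest probe set. Of 34 measured translation initiation factors, Eif3e fell and none rose, and adjusted over the list alone 9 were lower; the median log2 fold change was -0.30 and 25 lay below 0 (adjusted p = 6.0e-06 from camera, and adjusted p = 0.17 with an estimated correlation). Of 46 cytosolic ribosomal proteins, none passed in limma (9 lower and 1 higher at an unadjusted p under 0.05; 1 lower when adjusted over the list alone), and 41 lay below 0, with a median of -0.26 (adjusted p = 4.3e-06 from camera, and adjusted p = 0.37 with an estimated correlation). Of 112 genes of pre-mRNA splicing and RNA binding, none passed (29 lower and 5 higher at an unadjusted p under 0.05), and adjusted over the list alone 9 were lower and 2 higher. Scaf4, a regulator of transcript ends, had a log2 fold change of -0.60 (standard error 0.10, adjusted p = 0.065) on its brightest probe set, and Snrpb2, a protein of the U2 snRNP, a log2 fold change of 0.98 (adjusted p = 0.13). Dimmer probe sets of the same genes passed, with log2 fold changes of -0.83 and 1.44 (adjusted p = 0.029 and 0.048; 0.078 and 0.12 with the block). The splicing list had a median of -0.22, with 86 below 0 (adjusted p = 7.3e-07 from camera, and adjusted p = 0.17 with an estimated correlation).
In Ccna2-MO embryos the same lists were shifted lower too. The initiation factors had a median of -0.18 (adjusted p = 0.0061 from camera, and adjusted p = 0.42 with an estimated correlation), with 1 gene higher, Eif4e3 (log2 fold change 0.82, adjusted p = 0.035 and 0.061 with the block), and 1 higher and 7 lower when adjusted over the list alone. With all 6 uninjected arrays as controls the initiation factors did not pass there (adjusted p = 0.13, the highest of their 22 alternatives at the preset correlation, and 0.096 with the mean of a gene's probe sets). The ribosomal proteins had a median of -0.31 (adjusted p = 9.7e-06 from camera, and adjusted p = 0.47 with an estimated correlation), and Rps3 fell (log2 fold change -0.97, adjusted p = 0.038), the only one to pass, also when adjusted over the list alone. The splicing list had a median of -0.15 (adjusted p = 9.8e-04 from camera, and adjusted p = 0.33 with an estimated correlation). In it Srsf1, a splicing factor, fell and Srpk2, a kinase of such factors, rose (log2 fold change -0.88, adjusted p = 0.031; log2 fold change 1.10, adjusted p = 0.01), for 1 higher and 3 lower, or 4 and 15 when adjusted over the list alone. A test of the difference did not pass for the initiation factors (adjusted p = 0.43) or for splicing (adjusted p = 0.71). Between the uninjected groups, compared after the results were seen, the initiation factors and ribosomal proteins also differed, with medians 0.22 and 0.34 higher in the Ccna2-MO experiment (adjusted p = 0.026 and 1.4e-07 from camera; adjusted p = 0.75 with an estimated correlation for both).

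**Figure D1:**
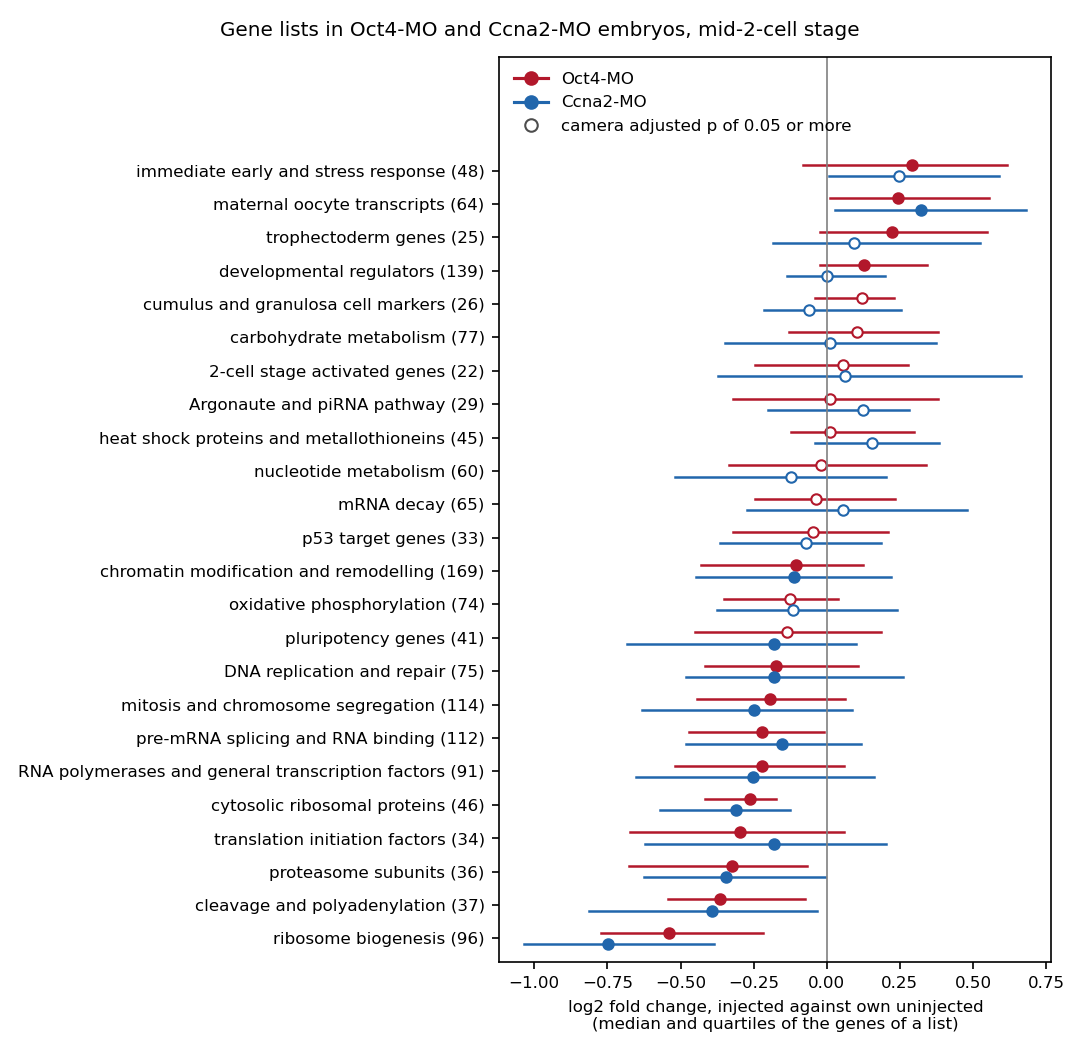
Median log2 fold change of each of the 24 gene lists in Oct4-MO and Ccna2-MO embryos against their own uninjected controls, with lines from the lower to the upper quartile of the measured genes. The ribosome biogenesis list has the lowest median in both knockdowns.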

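Eif3e was 219 ± 42.0 in Oct4-MO embryos and 977 ± 50.4 in their uninjected controls (SD, n = 3 each). It fell by 2.09 on the log2 scale in Oct4-MO embryos (standard error 0.23, adjusted p = 0.017 from limma, and 0.0496 with the block), and its other 2 probe sets had log2 fold changes of -2.13 and -1.76, both past the test. In Ccna2-MO embryos its brightest probe set did not pass (adjusted p = 0.071), while the other 2 passed, with log2 fold changes of -1.33 and -1.35. Eif3c, another Eif3 subunit, was 1119 ± 394 in Oct4-MO embryos and 2873 ± 355 in their uninjected controls (SD, n = 3 each), a log2 fold change of -1.39 (standard error 0.23, adjusted p = 0.063). Its 4 probe sets had log2 fold changes of -1.60 to -1.39, and none passed. Eif3b, which binds RNA in the same complex, was 49.7 ± 34.2 in Oct4-MO embryos and 148 ± 74.9 in their uninjected controls (SD, n = 3 each), a log2 fold change of -1.33 (standard error 0.40, adjusted p = 0.28). Eif4e, the protein that binds the mRNA cap, was 2091 ± 245 in Oct4-MO embryos and 3098 ± 260.4 in their uninjected controls (SD, n = 3 each), a log2 fold change of -0.57 (standard error 0.11, adjusted p = 0.09). Its other probe sets ran from -0.02 to 0.70. In Ccna2-MO embryos Eif3c, Eif3b and Eif4e had log2 fold changes of -0.74, 0.14 and -0.24 (adjusted p = 0.16, 0.92 and 0.34). The other probe sets of Eif3c had -1.27 to -0.91 there, and none passed, or 1 with the block (adjusted p = 0.067, and 0.049 with the block). Eif3d had log2 fold changes of -1.47 in Oct4-MO and -1.47 in Ccna2-MO embryos, neither past the test (adjusted p = 0.13 and 0.056). No test of the difference between the knockdowns passed for these genes (adjusted p = 0.64 for Eif3e, 0.77 for Eif3c and 0.69 for Eif3b).

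**Figure D2:**
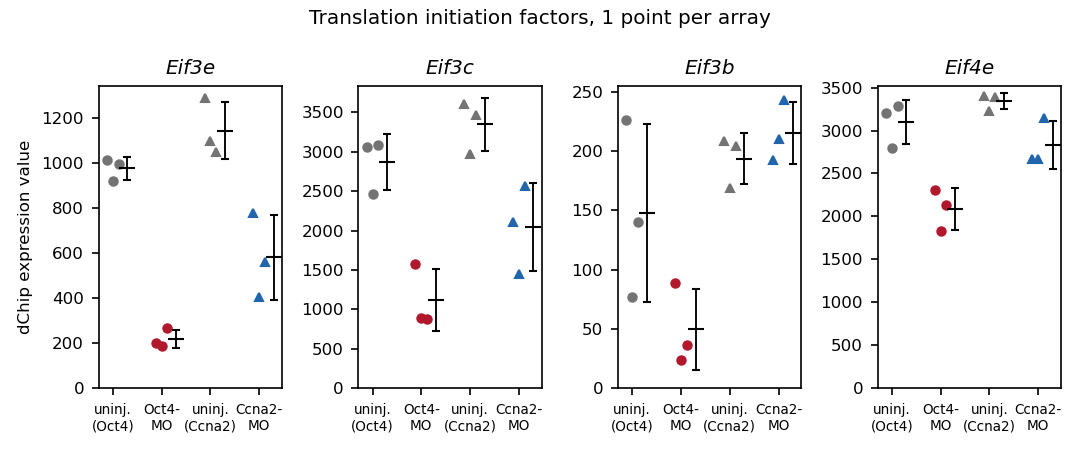
Values of Eif3e, Eif3c, Eif3b and Eif4e on each of the 12 arrays, by group, with the mean and SD of 3 arrays; the vertical axes give the authors' normalized intensity. For Eif3e, Eif3c and Eif4e the Oct4-MO arrays lie below all of their controls.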

Comparison of our data with published Oct4-regulated networks in mouse ESCs [22] indicated that *Oct4* showed distinct and specific post-transcriptional and translational regulatory functions mediated by its control of genes encoding subunits in eukaryotic translation initiation factors (Eif), including *Eif3c*, and *Eif3b*. Interestingly, these two Eif subunits are evolutionarily conserved from yeast to human, and are amongst the six subunits comprising the functional core of mammalian Eif3, the largest of the Eif complexes [23].

In addition to its embryo-specific function, Oct4 also controls the expression of *Dppa5*, as it does in ESCs (data not shown); Dppa5 is an embryo-, germ cell- and ESC-specific RNA-binding protein whose role in maternal-embryonic transition is not known [24], [25]. 

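Dppa5a, the mouse gene for this protein, was 606 ± 43.7 in Oct4-MO embryos and 1127 ± 251 in their uninjected controls (SD, n = 3 each). This is a log2 fold change of -0.85 (standard error 0.29, adjusted p = 0.34) from limma, which did not pass. In Ccna2-MO embryos it was 847 ± 215 against 1536 ± 708, a log2 fold change of -0.79 (standard error 0.29, adjusted p = 0.23). Its difference between the knockdowns was -0.07 (standard error 0.40, adjusted p = 0.98).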

*Piwil2* (also known as *Mili*), whose protein product and its bound pi-RNAs are known for their role in regulating retrotransposons in the fully-grown mouse oocyte [26], also showed a trend of decreased expression upon *Oct4* knockdown, although it did not reach statistical significance. 

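Piwil2 was 147 ± 57.3 in Oct4-MO embryos and 442 ± 62.8 in their uninjected controls (SD, n = 3 each), a log2 fold change of -1.55 (standard error 0.34, adjusted p = 0.13) from limma. All 3 Oct4-MO arrays lay below all 3 controls. In Ccna2-MO embryos its log2 fold change was -0.63 (adjusted p = 0.45). Pld6, a nuclease that makes piRNA precursors, had -2.39 in Oct4-MO embryos (standard error 0.58, adjusted p = 0.16), and Dicer1 had -0.62 (adjusted p = 0.3). Of 29 measured genes of the Argonaute and piRNA pathway, none passed in limma (1 higher and 3 lower at an unadjusted p under 0.05), and adjusted over the list alone 2 were lower. As a set they did not pass in Oct4-MO embryos (median 0.01, adjusted p = 0.79 from camera) or in Ccna2-MO embryos (median 0.12, with a test that leaned lower, adjusted p = 0.97). In Oct4-MO embryos the median and the test leaned higher and the mean lower (-0.02). None of its genes passed in Ccna2-MO embryos in limma, also when adjusted over the list alone (2 higher and 4 lower at an unadjusted p under 0.05).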

As importantly, at the 1- to 2-cell stages, there was no evidence that the requirement of Oct4 in controlling the expression levels of *Cdx2* or *Nanog* [1], [27]–[30] was replicated in the 1- to 2-cell stages (data not shown). 

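Cdx2, a transcription factor of the trophectoderm, was 41.9 ± 13.4 in Oct4-MO embryos and 23.0 ± 2.47 in their uninjected controls (SD, n = 3 each), a log2 fold change of 0.55 (standard error 0.24, adjusted p = 0.5) from limma. Nanog, a pluripotency factor, was 78.0 ± 52.4 in Oct4-MO embryos and 18.5 ± 15.5 in their uninjected controls (SD, n = 3 each), a log2 fold change of 1.37 (standard error 0.43, adjusted p = 0.3); neither passed, and both genes were dim. In Ccna2-MO embryos their log2 fold changes were 0.09 and 0.10 (adjusted p = 0.91 and 0.95). Of 25 trophectoderm genes, none passed in Oct4-MO embryos in limma (4 higher and none lower at an unadjusted p under 0.05), and adjusted over the list alone 1 was higher. Dsp, a desmosome protein, had 2.54 (standard error 0.56, adjusted p = 0.13) and Ets2 had 0.91 (adjusted p = 0.48). As a set they were shifted higher, with a median of 0.22 (adjusted p = 0.016 from camera, and adjusted p = 0.12 with an estimated correlation). Without Oct4-MO replicate 2 the set no longer passed (adjusted p = 0.078, the highest of its 22 alternatives at the preset correlation), nor did it without uninjected replicate 2 of that experiment. In Ccna2-MO embryos the set did not pass (median 0.09, adjusted p = 0.8), nor did any of its genes in limma, also when adjusted over the list alone (3 higher and 1 lower at an unadjusted p under 0.05).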

Although *Sox2* showed a trend of being over-expressed in *Oct4* knockdown, rather than being down-regulated as in ESCs, this response did not reach statistical significance (data not shown). Collectively, our data indicated that Oct4 has a distinct and specific role in the maternal-embryonic transition, in controlling genes encoding post-transcriptional regulators, in addition to its conserved functions shared amongst pluripotent cell types.

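Sox2 was 294 ± 90.4 in Oct4-MO embryos and 107 ± 6.18 in their uninjected controls (SD, n = 3 each). This is a log2 fold change of 1.30 (standard error 0.29, adjusted p = 0.14) from limma, with all 3 Oct4-MO arrays above all controls. In Ccna2-MO embryos it was 64.5 ± 20.5 against 85.5 ± 7.51, a log2 fold change of -0.37 (standard error 0.29, adjusted p = 0.63). Between the knockdowns the difference was 1.67 (standard error 0.41) and did not pass (adjusted p = 0.52).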

### Maternal Transcript Degradation and Embryonic Genome Activation

In order to understand the role of Oct4 in reprogramming the early embryo, we examined its role in embryonic genome activation and maternal transcript degradation. Overall, Oct4 regulates gene expression pertinent to basic machinery required for the entire spectrum of gene regulation, including transcription involving all three RNA polymerases, translation, RNA processing such as regulation of polyadenylation, and mRNA degradation proteins (SI Table S12). 

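Among genes of transcription, Cdk9, the kinase that releases paused RNA polymerase II, had a log2 fold change of -0.53 on its brightest probe set in Oct4-MO embryos, and Polr3e, a subunit of RNA polymerase III, one of -0.77 (adjusted p = 0.14 and 0.16). A dimmer probe set of Cdk9 rose, by 2.40 on the log2 scale (adjusted p = 0.045, and 0.078 with the block), against the direction of the brightest. Of 91 measured genes of RNA polymerases and general transcription factors, none passed in limma over all probe sets or when adjusted over the list alone (15 lower and 1 higher at an unadjusted p under 0.05). The list lay lower, with a median of -0.22 and 65 genes below 0 (adjusted p = 2.3e-04 from camera, and adjusted p = 0.31 with an estimated correlation). Papolg, a poly(A) polymerase, had -1.17 (standard error 0.33, adjusted p = 0.25). Of 37 genes of cleavage and polyadenylation, none passed, also when adjusted over the list alone (4 lower at an unadjusted p under 0.05), and 29 lay below 0, with a median of -0.37 (adjusted p = 2.4e-04 from camera, and adjusted p = 0.17 with an estimated correlation). Of 65 genes of mRNA decay, none passed over all probe sets or when adjusted over the list alone (6 higher and 4 lower at an unadjusted p under 0.05). Pnrc1, which binds the decapping enzyme, had 0.60, and Upf1, the helicase of nonsense-mediated decay, 0.37 (adjusted p = 0.16 and 0.38). The decay list did not pass (median -0.04, with a test that leaned higher, adjusted p = 0.78).
In Ccna2-MO embryos the polymerase list had a median of -0.25 (adjusted p = 0.0061 from camera, and adjusted p = 0.48 with an estimated correlation) and the cleavage list one of -0.39 (adjusted p = 9.8e-04 from camera, and adjusted p = 0.3 with an estimated correlation). The polymerase list did not pass without Ccna2-MO replicate 2 (adjusted p = 0.13, the highest of its 22 alternatives at the preset correlation). Gtf2b, a general transcription factor, rose and Ell2, an elongation factor, fell (log2 fold change 1.24, adjusted p = 0.026; log2 fold change -1.69, adjusted p = 0.026), with 7 higher and 8 lower when adjusted over the list alone. Ints1, a subunit of the Integrator complex, fell (log2 fold change -1.78, adjusted p = 0.035 and 0.074 with the block), with 1 gene of its list higher and 7 lower when adjusted over the list alone. Pnrc1 and Cnot7, a deadenylase subunit, rose (log2 fold change 0.82, adjusted p = 0.032; log2 fold change 0.63, adjusted p = 0.042 and 0.064 with the block), with 8 genes of the decay list higher and 3 lower when adjusted over the list alone, but that list did not pass (median 0.05, adjusted p = 0.42). No list named here differed between the knockdowns (adjusted p = 0.94, 0.88 and 0.71 for polymerases, cleavage and decay).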

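Sox1, a neural transcription factor, rose in Oct4-MO embryos, from 18.6 ± 4.26 to 109 ± 31.3 (SD, n = 3 each; log2 fold change 1.83, standard error 0.25, adjusted p = 0.031 from limma, and 0.1 with the block). Hoxa3 was 144 ± 67.3 in Oct4-MO embryos and 29.4 ± 25.8 in their uninjected controls (SD, n = 3 each), a log2 fold change of 1.90 (standard error 0.61, adjusted p = 0.32), and its other, dimmer probe sets had log2 fold changes of -0.08 to 0.81. Nes, the gene for the intermediate filament nestin, was 246 ± 44.4 in Oct4-MO embryos and 116 ± 73.1 in their uninjected controls (SD, n = 3 each), a log2 fold change of 1.11 (standard error 0.40, adjusted p = 0.38); its other probe sets had log2 fold changes of 0.43 and -0.28. Of 139 measured developmental regulators, Sox1 was the only call, and adjusted over the list alone 5 were higher. In all, 101 lay above 0, with a median of 0.13 (adjusted p = 2.3e-04 from camera, and adjusted p = 0.07 with an estimated correlation). Hes5 and Dbx1, regulators of neural development, had log2 fold changes of 3.16 and 2.15 (adjusted p = 0.12 and 0.13). In Ccna2-MO embryos this list had a median near 0, at 0.00 (mean 0.01, with a test that leaned lower, adjusted p = 1.0), and none of its genes passed in limma, also when adjusted over the list alone (5 higher and 6 lower at an unadjusted p under 0.05). A test of the difference passed for this list (median 0.13, adjusted p = 0.016; adjusted p = 0.36 with an estimated correlation).
Zar1, an oocyte-specific RNA-binding protein, was 303 ± 5.92 in Oct4-MO embryos and 73.6 ± 20.2 in their uninjected controls (SD, n = 3 each), a log2 fold change of 1.85 (standard error 0.39, adjusted p = 0.12). In Ccna2-MO embryos it rose (log2 fold change 2.19, standard error 0.39, adjusted p = 0.033). Nobox, an oocyte homeobox gene, was 427 ± 42.2 in Oct4-MO embryos and 196 ± 153 in their uninjected controls (SD, n = 3 each), a log2 fold change of 1.29 (standard error 0.46, adjusted p = 0.38), and in Ccna2-MO embryos it had 1.40 (adjusted p = 0.18). Of 64 measured maternal oocyte transcripts, 49 lay above 0 in Oct4-MO embryos, with a median of 0.24 (adjusted p = 7.3e-07 from camera, and adjusted p = 0.17 with an estimated correlation). None passed in limma over all probe sets (17 higher and 1 lower at an unadjusted p under 0.05), and adjusted over the list alone 8 were higher and 1 lower. In Ccna2-MO embryos 4 rose and none fell, with 18 higher and 1 lower when adjusted over the list alone, and the median was 0.32 (adjusted p = 2.0e-07 from camera, and adjusted p = 0.24 with an estimated correlation). Rgs2, a regulator of G-protein signalling, and Lhx8, an oocyte homeobox gene, were among these (log2 fold change 1.72, adjusted p = 0.014; log2 fold change 1.34, adjusted p = 0.035 and 0.063 with the block). The difference between the knockdowns did not pass for the maternal list (adjusted p = 0.43).

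**Figure D3:**
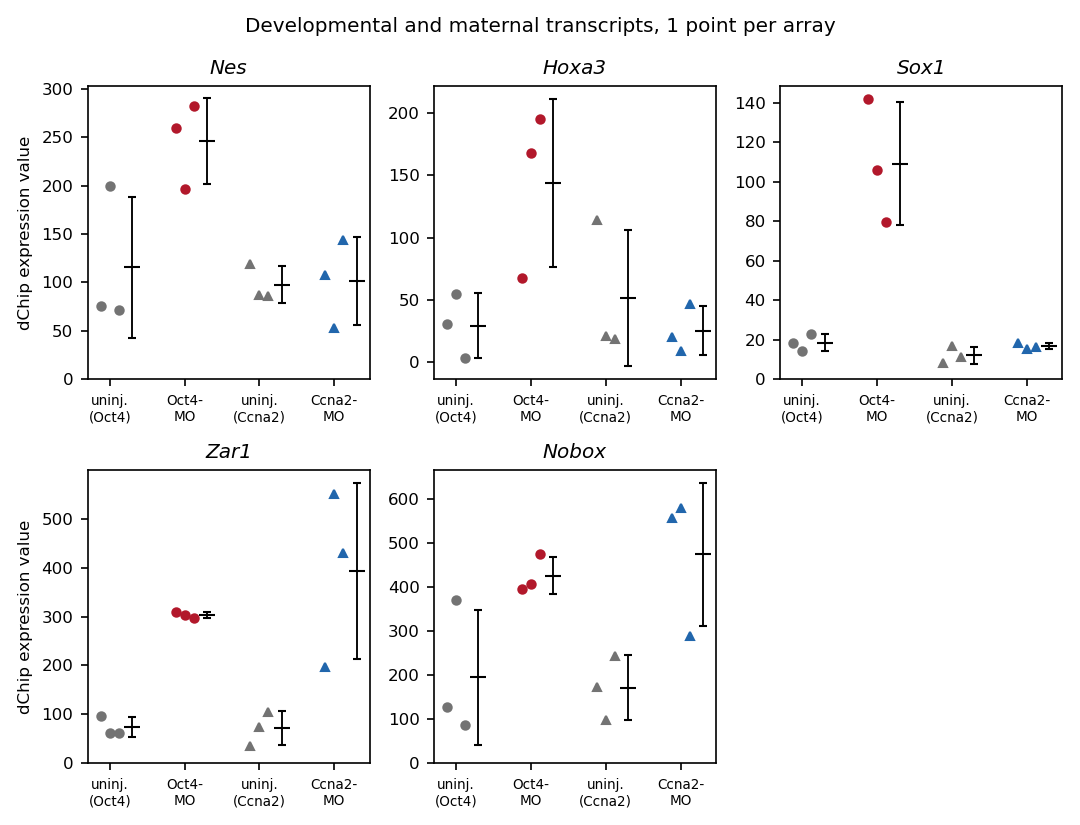
Values of Nes, Hoxa3, Sox1, Zar1 and Nobox on each of the 12 arrays, by group, with the mean and SD of 3 arrays; the vertical axes give the authors' normalized intensity. For each gene but Nes every Oct4-MO array lies above all of its controls.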

High levels of mRNA from developmental genes, such as *Six1*, *Nestin*, and *Hoxa3*, indicated that Oct4 was required for their repression, while excessive levels of maternal transcripts that would normally be rapidly degraded, such as *Zar1* and *Nobox1*, indicated that Oct4 knockdown interfered with the mRNA degradation machinery. Thus, Oct4 has developmental stage- and cell-specific functions, and has an important role in the processes that mark maternal-embryonic transition.

### Single-Embryo Quantitative RT-PCR (q-PCR)

To further define the Oct4-regulated gene network, we selected 42 genes representing transcriptional, post-transcriptional and signalling functions for q-PCR assays. We analyzed RNA from single *Oct4*-MO-injected and control embryos and focused on genes that were under-expressed in *Oct4* knockdown. After removing data related to 3 genes for which there were technical difficulties, expression changes of 39 genes were appropriately measured based on analysis using a linear model (See Methods S1 in Supplementary Online Materials). Of those, 34 or ∼87% showed altered expression levels in *Oct4* knockdown in the expected directions (Fig. 3 *C* and *D*), while 5 genes, including *Sox2*, did not change (data not shown). 21 of the 34 genes, or ∼62%, showed statistically significant differential expression by q-PCR at p<0.05 or less, while injection of a control MO targeting the human globin gene, which would not be present in the mouse genome, did not alter expression of any of the genes assayed (data not shown). Thus, we have proven that Oct4 directly or indirectly regulates genes encoding a wide range of transcriptional and post-transcriptional regulators at the 1- to 2-cell stages.

### Quantitative Ranking of Candidate Genes in the Oct4-Regulated Early Embryo Network

Our single-embryo data allowed us to go beyond simply validating our gene chip data. Methods using samples comprised of pooled cells or embryos, generate relative gene expression that represents an average of all cells assayed, but they cannot discern between genes that are consistently differentially regulated versus those with a tendency towards stochastic changes; similarly, rare outlier embryos expressing unique transcriptomes are not recognized [31]–[33]. By analyzing quantitative expression data at the single-embryo level, we were able to make this discrimination. We presume genes whose relative expression is consistent amongst single embryos have a higher likelihood to be essential nodes in a gene regulatory network, which is expected to respond to perturbations in a consistent and predictable manner. The gene set was restricted to genes whose differential expression (represented by the difference in threshold cycles, ΔC_T_) ΔC_T_ is greater than expression differences amongst single embryos (represented by standard error of the mean, s.e.m.). We propose a hierarchy in the Oct4-regulated gene network in which 29 genes are ordered based on their increasing s.e.m., or inter-embryo variation and presumed decreasing biological significance in this network (Fig. 4*A*). Interestingly, *Rest*, which has critical pluripotency functions in ESCs [34], and *Mta2*, which encodes a member of the Nanog and Oct4-associated deacetylase complex (NODE) [35], were found to be the most tightly regulated by Oct4, based on the small inter-embryo variation in their differential expression in response to *Oct4* knockdown. Taken together, we have identified and ranked potential key nodes of this network in a quantitative fashion.

**Figure 4:**
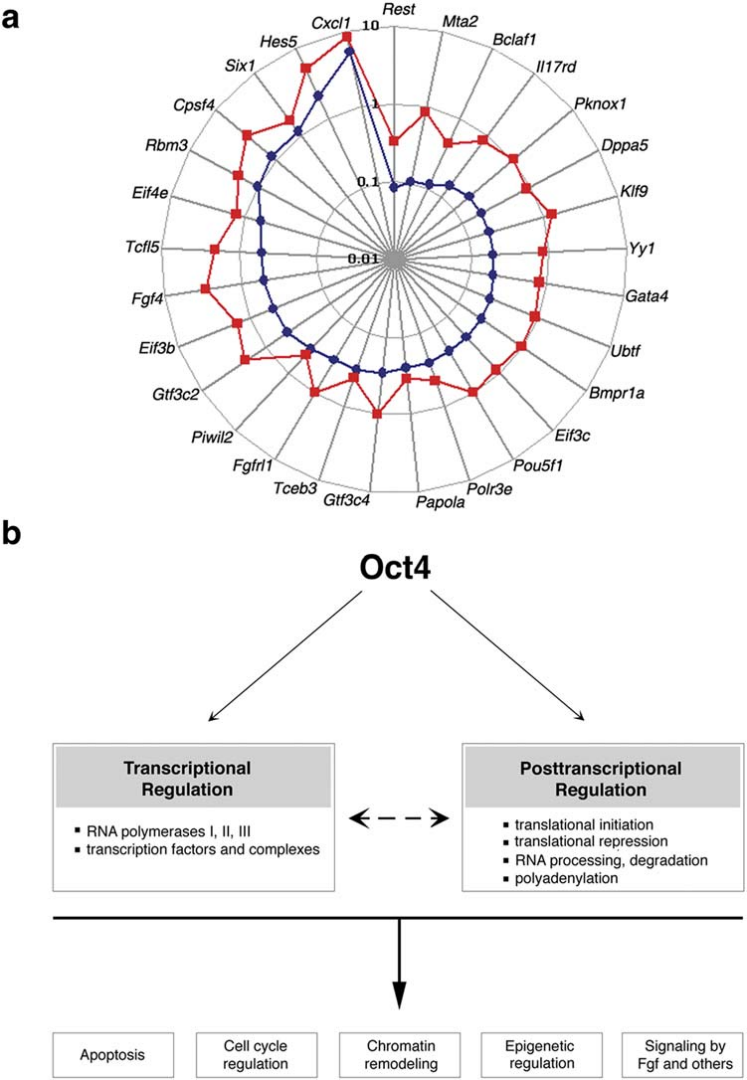
Models of Oct4 function at the 1- to 2-cell stage. (*A*) Genes whose Absolute (ΔC_T_) (red) is greater than its s.e.m. (blue), are ordered clockwise based on increasing s.e.m. (Log scale.) (*B*) Proposed regulation of various modules by Oct4 via transcriptional and post-transcriptional mechanisms.

## Discussion

By exploiting our experimental strategy comprising MO-mediated gene knockdown, global gene expression analysis, and semi-quantitative gene expression analysis, simultaneous changes in relative expression levels can be correlated for an entire network of genes at the level of the single embryo to facilitate dissection of the regulatory network. We envision that these Oct4-regulated genes may serve as “portals” through which we can peer into and deconstruct the dynamic gene network that directs development and cell fate decisions, and that leads to the establishment of the ESC gene network. 

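Of 41 measured pluripotency genes, none passed in Oct4-MO embryos in limma (5 higher and 11 lower at an unadjusted p under 0.05), and adjusted over the list alone 2 were higher and 8 lower. Rif1, a telomere and replication timing factor, and Tet1, which oxidizes methylated cytosine, had log2 fold changes of -0.57 and -1.53 (adjusted p = 0.12 and 0.16). As a set they did not pass (median -0.14, adjusted p = 0.087 from camera). In Ccna2-MO embryos Rest, a transcriptional repressor, fell (log2 fold change -0.50, adjusted p = 0.0457 and 0.086 with the block), the only call of this list over all probe sets (1 higher and 4 lower when adjusted over the list alone), and the median was -0.18 (adjusted p = 0.0044 from camera, and adjusted p = 0.24 with an estimated correlation). The other probe sets of Rest had 0.51, -0.22 and -0.13, and none passed. The call of Rest was lost with all 6 controls, as its level was 3457 in the controls of the Ccna2-MO and 2456 in those of the Oct4-MO experiment, and with any single array left out other than Oct4-MO replicate 1 or Ccna2-MO replicate 3. Sall4, a zinc finger factor, had -1.24 there (adjusted p = 0.0529). For the difference between the knockdowns the list did not pass (adjusted p = 0.43).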

Further, the lack of impact of *Oct4* knockdown on the expression levels of *Cdx2*, *Nanog* and *Sox2* supports that the role of *Oct4* at the maternal-embryonic transition is distinct from its well-established functions in ESCs, and suggests that other pluripotency regulators may also have different roles in the early embryo.

Our data suggest that in the unique developmental context of maternal-embryonic transition, concomitant with massive mRNA degradation and dramatic reprogramming, Oct4 controls the expression of many transcriptional regulators. Oct4 also maintains the expression of many genes, such as *Eif3c*, *Papola*, *Eif3b*, *Eif4e*, *Rbm3* and *Cpsf4*, that are involved in the post-transcriptional control. 

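Rbm3, a cold-inducible RNA-binding protein, was 24.4 ± 13.4 in Oct4-MO embryos and 137 ± 24.0 in their uninjected controls (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.42, adjusted p = 0.13) from limma; its probe set is also annotated to an Rbm3 pseudogene. Cpsf4, a subunit of the cleavage and polyadenylation factor, was 387 ± 111 in Oct4-MO embryos and 704 ± 133 in their uninjected controls (SD, n = 3 each), a log2 fold change of -0.86 (standard error 0.25, adjusted p = 0.26). Papola, a poly(A) polymerase, was 698 ± 133 in Oct4-MO embryos and 883 ± 128 in their uninjected controls (SD, n = 3 each) on its brightest probe set, a log2 fold change of -0.34 (standard error 0.32, adjusted p = 0.84). Its other 4 probe sets had log2 fold changes of -2.23 to -0.10, and none passed. In Ccna2-MO embryos Rbm3, Cpsf4 and Papola had -0.47, -0.94 and -0.98 (adjusted p = 0.68, 0.11 and 0.18).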

Through its influence on both the transcriptional and post-transcriptional regulators, Oct4 can directly or indirectly affect many essential processes, such as chromatin remodelling, epigenetic regulation, apoptosis, cell cycle regulation, and signalling, during early developmental program (Fig. 4*B*).

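Fgf4, a growth factor of the inner cell mass, was 23.5 ± 10.8 in Oct4-MO embryos and 235 ± 175 in their uninjected controls (SD, n = 3 each) on its brightest probe set, a log2 fold change of -2.47 (standard error 0.60, adjusted p = 0.16) from limma. The other 3 probe sets had log2 fold changes of -1.46 to -1.37. In Ccna2-MO embryos the brightest probe set had -0.18 (adjusted p = 0.94) and the others -1.45 to -0.69, none past the test; 1 of them was lower to a like degree in both knockdowns (-1.42 and -1.45). Klf9, a Krüppel-like transcription factor, was 239 ± 102 in Oct4-MO embryos and 1171 ± 212 in their uninjected controls (SD, n = 3 each), a log2 fold change of -2.30 (standard error 0.51, adjusted p = 0.14). Of its other 6 probe sets, 5 lay below 0 in Oct4-MO embryos, the lowest at -2.37, and 1 above it at 0.10. In Ccna2-MO embryos Klf9 had -1.47 (adjusted p = 0.21).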

Given the importance of post-transcriptional regulation in the transcriptionally silent mature oocyte, and the recapitulation of some of the blastocyst and ESC Oct4 functions in the early embryo–regulation of *Fgf4* [10], [36], *Klf* family member [37], *Dppa5* [22] expression–the dual function of Oct4 in post-transcriptional and transcriptional regulation at the maternal-embryonic transition suggests how stage-specific developmental requirements can be fulfilled by a conserved pattern of gene networks. In fact, Oct4 may serve not only as a link between the germ cell and embryonic developmental programs, but also as a switch from a post-transcriptionally-regulated program to one that depends on the transcriptional network. Future investigations of the precise mechanisms by which *Oct4* controls the early embryonic transcriptional and post-transcriptional programs will uncover important mechanisms of reprogramming in the early embryo, and perhaps ESCs.

## Materials and Methods

### Embryo culture

All procedures involving animals were performed under our active, Institutional Animal Care and Use Committee (IACUC) protocol #8315 entitled “*Developmental Regulation of the Mammalian Embryo*”, which was approved by the Administrative Panel on Laboratory Animal Care (APLAC) at Stanford University. 3–5 week old wild type F1 (C57BL6×DBA/2) females (Charles River) were superovulated by intraperitonial injections of 5 IU of pregnant mare's serum gonadotropin (Sigma) followed by 5 IU of human chorionic gonadotropin (Sigma) 48 hours later, and mated overnight with wild type males. Mice were sacrificed by cervical dislocation 17 hours after hCG injection, and 1-cell embryos were released from oviducts. Cumulus cells were removed by hyaluronidase (Sigma) treatment and pipetting. Pre-implantation embryos at the two pronuclei stage were recovered, pooled from 3–6 females in M2 media (Chemicon International), followed by immediate cytoplasmic microinjection and culture in Human Tubal Fluid with 10% serum supplement (In-Vitro Fertilization, Inc.) microdrops under mineral oil (Sigma) in mixed gas (90% nitrogen, 5% oxygen, 5% carbon dioxide; Praxair) at 37°C, and cultured at ten embryos per 20 µL drop.

### Microinjection of antisense morpholino oligonucleotides

25-nt, antisense morpholino oligonucleotides (MOs) that specifically target the 5′UTR or translational start site, or controls mismatched at 5 nts were purchased from Gene Tools, LLC. (See Supplementary Table 1 for sequence details). We had determined 0.6–0.75 mM to be the maximal concentration that would allow normal rates of blastocyst development (data not shown). Hence, unless otherwise specified, 5–10 pL of 0.75 mM *Ccna2*-MO (0.60 mM for *Oct4*-MO) was injected into the cytoplasm of each embryo on an inverted microscope (Olympus IX70) equipped with hydraulic micromanipulation system (IM300 Microinjector, Narishige, Japan). 10 uninjected control embryos were used in each experiment, which was performed at least three times. The mean percentage and standard error of the mean (mean±s.e.m.) of embryos progressing to, or arresting at, each developmental stage were calculated, and statistical significance was determined by calculating the p-value using 2-tailed Student's t-test.

See Supporting Information for detailed materials and methods.

### Control morpholino oligonucleotides

In each experiment, uninjected embryos and embryos injected with a control morpholino were tested in parallel with *Oct4*-MO-mediated knockdown. Overall, we used three different types of control morpholinos, but only one type of control morpholino was used in each experiment. 1) We used mismatch control morpholinos in the embryo phenotype experiments to control for the morpholino sequence, save 5 nucleotides. This mismatch control would have controlled for the microinjection, the presence of exogenous morpholino oligonucleotides in the cytoplasm, but did not control for the biological effects of having morpholino-bound transcripts in the cytoplasm. 2) In the gene chip experiments, we targeted cyclin A2 transcript with specific morpholinos. Here, the cyclin A2 experiments controlled for microinjection, the presence of oligonucleotides in the cytoplasm, and the biological effects of having morpholino-bound transcripts in the cytoplasm. (Note that it was not possible to control for having morpholino-bound *Oct4* transcripts without actually knocking down *Oct4*.) 3) In the single-embryo qPCR experiments, we used a control morpholino that was designed to specifically target the human globin (HG) gene promoter, which is not present in the mouse genome. We had tested this HG morpholino when establishing our methods and found that HG morpholino did not affect blastocyst developmental rates. Importantly, genes that were validated to be differentially-expressed between uninjected and *Oct4*-MO-injected embryos were also confirmed to show no differential expression between uninjected and *HG*-MO-injected embryos. Therefore, the single-embryo qPCR experiments were controlled for microinjection and the presence of morpholino oligonucleotides in the cytoplasm.

## Supporting Information

Methods S1 Detailed methods.
(0.05 MB DOC) Click here for additional data file.

Figure S1 Limitation of conventional gene-targeting strategies for the study of gene function during the maternal-embryonic transition. Our overall goal is to address the specific functions of a given gene product at the maternal-embryonic transition in order to understand mechanisms that regulate mammalian embryo development at the earliest stages. In wild type (+/−) embryos, maternal transcripts are present before embryonic genome activation (EGA), while maternal and embryonic transcripts are present at maternal-embryonic transition stage, both resulting in production of a normal gene product (A). In homozygous null mutant (−/−) embryos generated from a mother that is heterozygous (+/−) for the null mutation, persistent maternal transcripts and/or proteins may “rescue” or delay the phenotype onset (B). In contrast, homozygous null mutant embryos generated from a homozygous mutant female, or a female with oocyte-specific gene deletion, the observed defects may reflect oocyte defects, rather than specific gene requirement in the early embryo (C). Therefore, these strategies do not address the precise roles of specific genes at the cusp of EGA or during EGA, when both maternal and early embryonic transcripts may be present simultaneously. Cytoplasmic microinjection of antisense morpholino oligonucleotides (MOs) into wild type embryo just at or before EGA results in specific translational block of both maternal and embryonic gene transcripts (D). Since MOs persist for at least a few cycles of cell division, gene-specific translational block is presumably effective until the morula-blastocyst stages (1–3). The absence of gene product during these developmental stages would reveal critical gene function and unmask early phenotypes that may not be detectable in conventional gene-targeting strategies by homologous recombination and transgenesis. While this model is well established in other species (2, 4, 5), it shifts the paradigm from investigating function of embryonic genes to that of gene products regardless of their maternal or embryonic origin. References. 1. Morcos PA (2007) Achieving targeted and quantifiable alteration of mRNA splicing with Morpholino oligos. Biochem Biophys Res Commun 358, 521–527. 2. Sumanas S & Larson JD (2002) Morpholino phosphorodiamidate oligonucleotides in zebrafish: a recipe for functional genomics? Brief Funct Genomic Proteomic 1, 239–256. 3. Summerton J, et al. (1997) Morpholino and phosphorothioate antisense oligomers compared in cell-free and in-cell systems. Antisense Nucleic Acid Drug Dev 7, 63–70. 4. Imai KS, Levine M, Satoh N, & Satou Y (2006) Regulatory blueprint for a chordate embryo. Science 312, 1183–1187. 5. Yamada L, et al. (2003) Morpholino-based gene knockdown screen of novel genes with developmental function in Ciona intestinalis. Development 130, 6485–6495.
(0.75 MB DOC) Click here for additional data file.

Figure S2 Experimental strategy. Embryos at the 2 pronuclei (2PN) or 1-cell stage are collected from wild type matings, and injected with an antisense morpholino oligomer (MO) that has been designed to target a specific gene. MO binds to 5′ UTR or transcription start site and blocks translation by steric hindrance. Microinjected embryos and uninjected control embryos are cultured in vitro and observed for developmental phenotypes such as fragmentation, or arrest at the 2-cell, 4-cell, multicell, or morula stages. Theoretically, this strategy may uncover other phenotypes such as asymmetrical division, but we have not observed them in the genes that we have tested. If a gene-specific MO produces the same phenotype consistently, while the mismatch control MO allows normal development, then we validate knockdown of the gene of interest by immunocytochemistry and/or immunoblotting. Mechanism of gene function is further investigated by obtaining global gene expression profiles from injected and control embryos at the mid-2-cell stage (43 hours post-HCG). Candidate downstream genes are tested for differential expression, and gene function in the early embryo. It is expected that multiple iterations of this strategy to test functions of different transcriptional regulators and their downstream targets will help to deconstruct the gene regulatory network in the mouse embryo at the cusp of embryonic genome activation.
(0.77 MB DOC) Click here for additional data file.

Figure S3 Oct4 expression in the mouse zygote by single embryo RT-PCR.
(0.11 MB TIF) Click here for additional data file.

Figure S4 Decreased Oct4 expression was evident by the 4-cell stage in Oct4-MO-injected embryos. Oct4 signal was absent in embryos injected with Oct4-MO, but its nuclear localization was present in uninjected and mismatch controls. Scale bar 40 µm.
(10.94 MB TIF) Click here for additional data file.

Figure S5 Decreased Oct4 expression at the multicell stage in Oct4-MO-injected embryos. Only 6.4±3.2% of Oct4-MO-injected embryos showed nuclear Oct4 signal, while 88.9±11.1% of Oct4-MM-injected embryos and 82.7±10.9% of uninjected control embryos showed unequivocal nuclear Oct4 expression at the multicell stage; p<0.05.
(10.82 MB TIF) Click here for additional data file.

Figure S6 Oct4 knockdown could not be assessed by western blot. Anti-Oct4 antibody detected specific Oct4 band in F9 mouse embryonal carcinoma cell line, but not in the lane containing pooled protein lysate from 57 mouse blastocysts. In contrast, the band corresponding to RNA polymerase II (subunit A) was detectable in both F9 cells and mouse blastocysts. This figure is representative of experiments showing that 50–100 embryos at the 2-cell, multicell, and blastocyst stages did not have sufficient amounts of Oct4 protein for detection by western blot. (PBS, phosphate buffered saline)
(0.57 MB TIF) Click here for additional data file.

Figure S7 Confirmation of the requirement of Oct4 in early embryo development by Oct4E4-MO, an antisense morpholino that targets the splice site of exon 4 of Oct4. a, sites targeted by the two morpholinos, Oct4-MO and Oct4E4-MO. Oct4-MO targets the 25 nucleotides starting at the ATG start site, while Oct4E4-MO targets the splice site at the intron (I)-exon (E) boundary of the 4th exon (E4). Removal of E4 is expected to result in a protein product that lacks the DNA-binding and activation domains (1). b, 64.6±19.9% of embryos injected with Oct4E4-MO, while none that were injected with the mismatch control, Oct4E4-MM, arrested at the 2-cell stage. c, Blastocyst development is severely compromised after injection of Oct4E4-MO compared to the mismatch control, Oct4E4-MM. Reference. 1. Morcos PA (2007) Achieving targeted and quantifiable alteration of mRNA splicing with Morpholino oligos. Biochem Biophys Res Commun 358, 521–527.
(2.33 MB TIF) Click here for additional data file.

Table S1 Antisense morpholino oligonucleotides target gene-specific sequence in the 5′UTR and/or start site.
(0.06 MB PDF) Click here for additional data file.

Table S2 Summary of the number of embryos tested and the number of experiments performed for each condition.
(0.07 MB PDF) Click here for additional data file.

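Gyg, Sfi1, Fam133b, Sox1 and Ccdc102a are the genes that rose in Oct4-MO embryos at an adjusted p under 0.05 from limma, and the 13 probe sets that rose are all in the table. Of its 387 probe sets, 298 had an unadjusted p under 0.05 and all 387 had a log2 fold change above 0, with a median of 1.01. On 74.7% of them every Oct4-MO array lay above every control (chance gives 10% for both directions together). The study chose these probe sets on the same arrays, so their direction is not independent evidence. In Ccna2-MO embryos 84.0% of them lay above 0, with a median of 0.68.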

Table S3 Genes that have higher expression levels in Oct4-MO-injected compared to uninjected embryos.
(0.05 MB XLS) Click here for additional data file.

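Of 864 probe sets of the table that were tested here, all lay below 0 in Oct4-MO embryos, with a median log2 fold change of -1.03, and 756 had an unadjusted p under 0.05. In limma 19 of them passed, among them those of Kank4, Acyp1, Eif3e and Trim43a. On 81.8% every Oct4-MO array lay below every control (chance gives 10% for both directions together). They were selected on these arrays and are no independent evidence of direction. In Ccna2-MO embryos 96.3% lay below 0, with a median of -0.85. The remaining 3 of the table's 867 are control probe sets of the array and were left out.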

Table S4 Genes that have lower expression levels in Oct4-MO-injected compared to uninjected embryos.
(0.11 MB XLS) Click here for additional data file.

Table S5 Genes that have higher expression levels in Ccna2-MO-injected compared to uninjected embryos.

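In Ccna2-MO embryos all 165 of these probe sets lay above 0, with a median log2 fold change of 1.30, and 62 of them passed in limma. Klhdc10, a ubiquitin ligase substrate receptor, and Ap3b1, an adaptor of vesicle transport, rose (log2 fold change 1.88, adjusted p = 0.011; log2 fold change 2.10, adjusted p = 0.037 and 0.076 with the block). A further 90 probe sets passed in limma and are not in the table. On 88.5% of those in the table every Ccna2-MO array lay above every control (chance gives 10% for both directions together), though the study chose them on these arrays. In Oct4-MO embryos 87.3% lay above 0, with a median of 0.54.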

(0.03 MB XLS) Click here for additional data file.

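Prkcd, a protein kinase C, and Bbs2, a protein of the ciliary BBSome, fell in Ccna2-MO embryos (log2 fold change -2.48, adjusted p = 0.042 and 0.066 with the block; log2 fold change -1.95, adjusted p = 0.037 and 0.072 with the block). Of 215 probe sets that the study chose on these arrays as lower, all lay below 0, with a median log2 fold change of -1.54, and 82 passed in limma. Another 102 probe sets passed and are not among them. On 95.8% of the 215 every Ccna2-MO array lay below every control (chance gives 10% for both directions together). In Oct4-MO embryos 93.5% lay below 0, with a median of -0.71.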

Table S6 Genes that have lower expression levels in Ccna2-MO-injected compared to uninjected embryos.
(0.04 MB XLS) Click here for additional data file.

Table S7 Oct4 candidate target genes that have putative Oct4 binding sites based on genomic sequence analysis or mouse ESC chromatin precipitation data*. *Data were compared to those reported in: Zhou Q, Chipperfield H, Melton DA, & Wong WH (2007) A gene regulatory network in mouse embryonic stem cells. Proc Natl Acad Sci U S A 104, 16438–16443.
(0.02 MB PDF) Click here for additional data file.

Table S8 Functional categories that were enriched in downregulated genes in the Ccna2 knockdown model.
(0.03 MB PDF) Click here for additional data file.

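Of 77 genes of carbohydrate metabolism, 4 rose and 1 fell in Ccna2-MO embryos, and adjusted over the list alone 8 were higher and 6 lower. Gyg, which primes glycogen synthesis, had the smallest p (log2 fold change 2.04, adjusted p = 0.0024). Me1, the cytosolic malic enzyme, and Cs, citrate synthase, also rose (log2 fold change 1.34, adjusted p = 0.018 and 0.051 with the block; log2 fold change 0.73, adjusted p = 0.037 and 0.061 with the block), whereas Idh2, the mitochondrial isocitrate dehydrogenase, fell (log2 fold change -1.63, adjusted p = 0.011). The list as a whole did not pass (median 0.01, mean -0.02, adjusted p = 0.97 from camera).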

Table S9 Functional categories that were enriched in upregulated genes in the Ccna2 knockdown model.
(0.01 MB PDF) Click here for additional data file.

Table S10 Functional categories that were enriched in downregulated genes in the Oct4 knockdown model.

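Mdn1 and Ddx27, which act in the assembly of the large ribosomal subunit, had log2 fold changes of -1.79 and -1.60 in Oct4-MO embryos (adjusted p = 0.12 and 0.14). Dkc1, a pseudouridine synthase of ribosomal RNA, had -0.77 (adjusted p = 0.12). Of 96 measured genes of ribosome biogenesis, none passed in limma (34 lower and 1 higher at an unadjusted p under 0.05), adjusted over the list alone 16 were lower, and 86 lay below 0. The list had a median of -0.54 (adjusted p = 7.4e-16 from camera, and adjusted p = 0.17 with an estimated correlation). In Ccna2-MO embryos 5 of these genes fell and none rose, with 1 higher and 43 lower when adjusted over the list alone, and the median was -0.75 (adjusted p = 2.2e-23 from camera, and adjusted p = 0.24 with an estimated correlation). Gar1, a protein of box H/ACA particles, and Sdad1, a nucleolar protein, were among those that fell (log2 fold change -0.73, adjusted p = 0.033; log2 fold change -1.69, adjusted p = 0.028 and 0.051 with the block). The difference between the knockdowns was 0.16 in the median (adjusted p = 0.016; adjusted p = 0.98 with an estimated correlation). It turned to -0.032 with all 6 uninjected arrays as controls, and, compared after the results were seen, the uninjected group of the Ccna2-MO experiment lay 0.28 above that of the Oct4-MO experiment in this list (adjusted p = 1.7e-04; adjusted p = 0.75 with an estimated correlation).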

(0.02 MB PDF) Click here for additional data file.

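The term printed as alcohol metabolism carries the ontology ID that Table S9 gives to cellular carbohydrate metabolism, so a list of that function is set beside it. Of the 77 measured genes of carbohydrate metabolism, Gyg rose in Oct4-MO embryos (log2 fold change 1.23, adjusted p = 0.035 and 0.083 with the block) and was the only call, also when adjusted over the list alone. Hk1, a hexokinase, had a log2 fold change of 2.02 (standard error 0.61, adjusted p = 0.29). The list did not pass as a set (median 0.10, adjusted p = 0.071 from camera).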

Table S11 Functional categories that were enriched in upregulated genes in the Oct4 knockdown model.
(0.01 MB PDF) Click here for additional data file.

Table S12 Some candidate Oct4-regulated genes that function in transcription, translation, RNA processing, chromatin remodeling, signaling, apoptosis and the cell cycle.
(0.08 MB PDF) Click here for additional data file.

Table S13 Gene-specific primers and Taqman® probes that were used in q-PCR experiments.
(0.04 MB PDF) Click here for additional data file.

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Methods S1 — Detailed methods. (0.05 MB DOC)

**SUPPORTING INFORMATION**

**Materials and Methods**

**Immunoblot and immunocytochemistry.** Injected and control embryos were collected at 2-cell stage (43 hours post human chorionic gonadotropin (hCG) administration) and washed in PBS containing 3mg/mL polyvinylpyrrolidone (PVP). For immunoblot, injected and control embryos were lysed in RIPA buffer (50 mM Tris-HCl, pH7.5, 150 mM NaCl, 1 mM EDTA, 1% Nonident P-40, 2 mg/ml aprotonin, 2 mg/ml leupeptin, 1 mg/ml pepstain, and 20 mg/ml phenylmethylsulfonyl) containing a phosphatase inhibitor cocktail (Roche), boiled in Laemli buffer, and stored at -80C until lysates from 75 embryos were collected for each condition. Samples were loaded and analyzed by electrophoresis on 10% Tris-HCl polyacrylamide gel, semi-dry transferred onto nitrocellulose membrane (Bio-Rad), blocked in 0.1% Tween-20-1% Casein TBS Blocking Solution (Bio-Rad), incubated overnight in 1:250 diluted primary rabbit polyclonal anti-cyclin A2 antibody (Santa Cruz Biotechnologies, sc-751) at 4°C and in 1:2000 diluted secondary donkey anti-rabbit horseradish peroxidase-linked antibody (Amersham, NA934V) for one hour at room temperature, and visualized using ECL Blotting Detection Reagent (Amersham). Immunocytochemistrywas performed according to standard protocol. Briefly, embryos were fixed in 4% paraformaldehyde-PBS solution, permeabilized in 0.1% Triton X-PBS and treated with ImageIT FX Signal Enhancer solution (Invitrogen) at RT, incubated in 1:100 diluted primary antibody overnight at 4°C, in 1:10,000 diluted secondary antibody for one hour, followed by 3M DAPI for 10 min., and were mounted in VectaShield Mounting Medium (Vector Laboratories, H-1000). Controls were performed in parallel with normal rabbit or mouse serum control. All antibodies were diluted in 1% BSA. Embryos were imaged by confocal microscopy using LSM 510 Confocal Laser Scanning Microscope or epifluorescence microscopy or the Axiovert 200 microscope equipped with an Axiocam digital camera (Zeiss) using fixed parameters and exposure times. Primary antibodies were purchased from Santa Cruz Biotechnologies (anti-cyclin A2 rabbit polyclonal (sc-751), normal rabbit IgG (sc-2027), mouse monoclonal anti-Oct4 (sc-5279), mouse monoclonal anti-RNA Polymerase II subunit a (sc-55492), and normal mouse IgG (sc-2025). Secondary antibodies were purchased from Molecular Probes (Alexa Fluor 594 goat anti-rabbit IgG (A-11012) and goat-anti mouse IgG (A-11001).

**mRNA synthesis by *in vitro* transcription*.*** Full-length mouse cDNA clone, Oct4-pSPORT (clone ID 30019896) (Open Biosystems), and a plasmid encoding the fluorescence mitotic biosensor, a modified enhanced yellow fluorescence protein (mEYFP), were sequence-verified, linearized by restriction enzyme digest, and used as templates. 5’ capped and polyadenylated mRNA transcripts were transcribed *in vitro* (mMessage and PolyA-Tail kits, Ambion), which were then quantitated by UV spectroscopy, and analyzed by electrophoresis to confirm size.

**RNA sample preparation for gene chip experiments.** Samples containing 20 pooled injected or control mouse embryos were washed through 3 drops of PBS/PVP and collected for total RNA extraction and isolation (Picopure Total RNA Isolation Kit, Molecular Devices Corp.), to yield 10 L of total RNA. 5 L of total RNA, or the equivalent of 10 mouse embryos, was subjected to two rounds of amplification (WT-Ovation Pico system, Nugen) according to manufacturer’s instructions. The quality of ssDNA resulting from the second round amplification was tested on the Bioanalyzer 2100 (Agilent), and a typical yield of 5-8 g per sample was quantitated by the ND-1000 UV spectrophotometer (Nanodrop Technologies). Direct biotin labeling and fragmentation were performed (FL-Ovation cDNA Biotin Module (Nugen). Fragmented, labeled, ssDNA samples were submitted to Stanford University PAN Core Facility for hybridization to the GeneChip Mouse Genome 430 2.0 Array (Affymetrix), and laser scanning.

**Statistical analysis for gene chip experiments*.*** Raw data from a total of 12 gene chips (3 *Ccna2*-MO and their uninjected controls, and 3 *Oct4-*MO and their uninjected controls) and were normalized by dChip (1). Unsupervised clustering analysis was performed for genes that have: 1) expression level greater than 500 Signal Intensity (SI) in at least 10 percent of the samples; 2) standard deviation to mean ratio > 0.4 and < 1000 across the samples. Subsequent analyses were not restricted to these criteria. The lists of differentially expressed genes and their ranking were generated by the method proposed by Johnson and Wong, which is based on fold change, logged fold change and unpaired t-statistic (Nicholas Johnson and W.H.W. (2007) Combining scientific and statistical significance in gene ranking. Unpublished.). Differential expression was defined by a threshold of 5 percent median false discovery rate (FDR) estimated from 300 random permutations across the samples. To find significantly enriched gene ontology (GO) terms (2), each gene list was mapped to Entrez gene identification numbers (NCBI) and tested by GOSTAT PACKAGE (3) against a set of “universe” genes defined by “P” call in at least 2 out of 3 treated samples or 4 out of 6 control samples by (MAS, Affymetrix). To estimate the FDR, 50 tests were performed with randomly generated lists of genes from the “universe” gene set, and the average number of enriched GO terms were calculated (2, 3). The cut off for p-value was chosen to reflect FDR of ~10 percent. Differentially expressed genes with possible Oct4-binding sites were identified by comparison with putative Oct4-regulated genes previously identified by Zhou *et. al*. (4), followed by mapping of probe sets to Refseq using the BIOCONDUCTOR ANNOT PACKAGE (5).

**RT-PCR, conventional quantitative PCR (q-PCR), and single embryo q-PCR analysis.** Lysis buffer was added to PBS/PVP washed embryos (Cells-to-cDNA kit, Ambion) and samples were treated with 1 μL of DNAse I. Reverse transcription (RT) was performed by using 1.0 μL of SuperScript III RT enzyme (200 U/μL) as per protocol (Invitrogen). Amplification of gene-specific product by TaqPolymerase High Fidelity Kit (Invitrogen) was performed on the thermocycler (Mastercycler gradient 5331, Eppendorf) as follows: 94.0C for 2 min., 94.0C for 15 sec., 60.0C for 30 sec., 68.0C for 45 sec, 68.0C for 7 minutes for 50 cycles. (See Supplementary Table S8 for all primer sequence and TaqMan probes.) Single embryo qRT-PCR was performed using the Biomark 48.48 Dynamic Array system (Fluidigm, South San Francisco, CA). Single embryos were treated with acid tyrode, and collected in 10 l reaction buffer, followed by preamplification as per manufacturer’s instructions (TaqMan Gene Expression Assay, Applied Biosystems; Table S8). Amplified cDNA was loaded onto a 48.48 Dynamic Array using the NanoFlex IFC controller (Fluidigm). Threshold cycle (CT) as a measurement of relative fluorescence intensity was extracted from the BioMark PCR analysis software (Fluidigm). All reactions were performed in duplicates or triplicates along with negative RT, PBS, and positive controls in at least three to five independent experiments. Data for each gene assayed were tested with a linear model (ANCOVA) in which CT ~ 0 + 1*Condition + 2* CT[Gapdh] + 3* CT[beta-actin], where “Condition” referred to no injection or *Oct4* knockdown. CT values were directly used in data analysis, as gene expression at the single-cell level has been shown to follow a lognormal distribution (6, 7).

References.

1. Li C & Wong WH (2003) in *The analysis of gene expression data: methods and software.* (Springer, New York), pp. 120-141.

2. Ashburner M*, et al.* (2000) Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat Genet* 25, 25-29.

3. Beissbarth T & Speed TP (2004) GOstat: find statistically overrepresented Gene Ontologies within a group of genes. *Bioinformatics* 20, 1464-1465.

4. Zhou Q, Chipperfield H, Melton DA, & Wong WH (2007) A gene regulatory network in mouse embryonic stem cells. *Proc Natl Acad Sci U S A* 104, 16438-16443.

5. R.C. Gentleman VJC, D.M. Bates, B. Bolstad, M. Dettling, S. Dudoit, B. Ellis, L. Gautier, Y. Ge, J. Gentry, K. Hornik, T. Hothorn, W. Huber, S. Iacus, R. Irizarry, F. Leisch, C. Li, M. Maechler, A.J. Rossini, G. Sawitzki, C. Smith, G. Smyth, L. Tierney, J.Y.H. Yang, J. Zhang. (2004) Bioconductor: Open software development for computational biology and bioinformatics. *Genome Biology* 5, R80.

6. Bengtsson M, Stahlberg A, Rorsman P, & Kubista M (2005) Gene expression profiling in single cells from the pancreatic islets of Langerhans reveals lognormal distribution of mRNA levels. *Genome Res* 15, 1388-1392.

7. Warren L, Bryder D, Weissman IL, & Quake SR (2006) Transcription factor profiling in individual hematopoietic progenitors by digital RT-PCR. *Proc Natl Acad Sci U S A* 103, 17807-17812.

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Table S1 — Antisense morpholino oligonucleotides target gene-specific sequence in the 5′UTR and/or start site. (0.06 MB PDF)

**Table S1. Antisense morpholino oligonucleotides target gene-specific sequence in the 5'UTR and/or start site. (Mismatched nucleotides are underlined.)**

| <b>Name</b>        | <b>Sequence</b>                                                                         | <b>GC content, %</b> |
|--------------------|-----------------------------------------------------------------------------------------|----------------------|
| <i>Ccna2</i> -MO-1 | 5' -TCGAGGTGCCCCGGCATCGCGGCTCC- 3'                                                      | 76                   |
| <i>Ccna2</i> -MO-2 | 5' -CTGTCGGCGGCAGAGCGTTCACAGC- 3'                                                       | 68                   |
| <i>Ccna2</i> -MM-1 | 5' -TCC <u>A</u> GGT <u>C</u> CCCC <u>G</u> CATCC <u>C</u> GGATCC- 3'                   | 72                   |
| <i>Oct4</i> -MO    | 5' -AGTCTGAAGCCAGGTGTCCAGCCAT- 3'                                                       | 56                   |
| <i>Oct4</i> -MM    | 5' -A <u>C</u> TCT <u>C</u> AAGCCAC <u>G</u> TGT <u>G</u> CAGC <u>G</u> AT- 3'          | 56                   |
| <i>Oct4E4</i> -MO  | 5' -CTCCGATTTGCATATCTGGGCAGGG- 3'                                                       | 56                   |
| <i>Oct4E4</i> -MM  | 5' -CT <u>G</u> CGATTT <u>C</u> CATAT <u>G</u> T <u>G</u> C <u>G</u> CAC <u>G</u> G- 3' | 56                   |
| Standard control*  | 5' -TCCAGGTCCCCCGCATCCCGGATCC- 3'                                                       | 72                   |

\* splice site of mutated human  $\beta$ -globin gene

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Table S2 — Summary of the number of embryos tested and the number of experiments performed for each condition. (0.07 MB PDF)

**Table S2. Summary of the number of embryos tested and the number of experiments performed for each condition.**

| Experiment                           | Condition                                               | No. Injected Embryos | No. Uninjected Embryos | No. experiments |
|--------------------------------------|---------------------------------------------------------|----------------------|------------------------|-----------------|
| <i>Ccna2</i> knockdown               | <i>Ccna2</i> -MO 0.75 mM                                | 94                   | 65                     | 8               |
|                                      | <i>Ccna2</i> -MM 0.75 mM                                | 75                   | 101                    | 9               |
| <i>Ccna2</i> -MO Immunocytochemistry | <i>Ccna2</i> -MO 0.75 mM                                | 26                   | 28                     | 3               |
| <i>Ccna2</i> "gene dosage"           | <i>Ccna2</i> -MO, 0.5 mM                                | 39                   | 30                     | 3               |
|                                      | <i>Ccna2</i> -MO, 0.25 mM                               | 50                   | 29                     | 3               |
| <i>Oct4</i> knockdown                | <i>Oct4</i> -MO, 0.60 mM                                | 41                   | 37                     | 4               |
|                                      | <i>Oct4</i> -MM, 0.60 mM                                | 57                   | 30                     | 3               |
|                                      | <i>Oct4</i> -MO, 0.40 mM                                | 79                   | 25                     | 3               |
|                                      | <i>Oct4</i> -MO, 0.20 mM                                | 63                   | 30                     | 3               |
|                                      | <i>Oct4E4</i> -MO, 0.60 mM                              | 35                   | 30                     | 3               |
|                                      | <i>Oct4E4</i> -MM, 0.60 mM                              | 32                   | 30                     | 3               |
| <i>Oct4</i> -MO Immunocytochemistry  | <i>Oct4</i> -MO, 0.60 mM                                | 32                   | 22                     | 3               |
|                                      | <i>Oct4</i> -MM, 0.60 mM                                | 20                   | 20                     | 3               |
| Rescue<br><br>Overexpression         | 0.036µg/µl <i>Oct4</i> mRNA+<br>0.60mM <i>Oct4</i> -MO  | 32                   | 30                     | 3               |
|                                      | 0.036µg/µl <i>EYFP</i> mRNA +<br>0.60mM <i>Oct4</i> -MO | 72                   | 30                     | 3               |
|                                      | 0.09µg/µl <i>Oct4</i> mRNA                              | 24                   | 20                     | 3               |
|                                      | 0.036µg/µl <i>Oct4</i> mRNA                             | 33                   | 25                     | 3               |
|                                      | 3.6ng/µl <i>Oct4</i> mRNA                               | 35                   | 30                     | 3               |
|                                      | 0.09µg/µl <i>EYFP</i> mRNA                              | 41                   | 20                     | 2               |
|                                      |                                                         |                      |                        |                 |
| <i>Oct4</i> -MO/Conditioned Media    | <i>Oct4</i> -MO, 0.60 mM,<br>conditioned media          | 20                   | 20                     | 2               |
|                                      | <i>Oct4</i> -MO, 0.60 mM,<br>unconditioned media        | 20                   | 20                     | 2               |
| <i>Ccna2</i> -MO gene chip           | <i>Ccna2</i> -MO, 0.75 mM                               | 60                   | 60                     | 3               |
| <i>Oct4</i> -MO gene chip            | <i>Oct4</i> -MO, 0.6 mM                                 | 60                   | 60                     | 3               |
| <i>Oct4</i> -MO single embryo QPCR   | <i>Oct4</i> -MO, 0.60 mM, 2-cell stage                  | 14-20                | 14-20                  | 3-5             |
|                                      | Control-MO, 0.60 mM, 2-cell stage                       | 5-10                 | n/a                    | 2               |

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Table S7 — Oct4 candidate target genes that have putative Oct4 binding sites based on genomic sequence analysis or mouse ESC chromatin precipitation data*. *Data were compared to those reported in: Zhou Q, Chipperfield H, Melton DA, & Wong WH (2007) A gene regulatory network in mouse embryonic stem cells. Proc Natl Acad Sci U S A 104, 16438–16443. (0.02 MB PDF)

**Table S7. Oct4 candidate target genes that have putative Oct4 binding sites based on genomic sequence analysis or mouse ESC chromatin precipitation (ChIP) data(4).**

**Downregulated in Oct4 knockdown embryos:**

1700021F05Rik: RIKEN cDNA 1700021F05 gene  
 2900073H19Rik: RIKEN cDNA 2900073H19 gene  
 Arhgap8: Rho GTPase activating protein 8  
 Cbfa2t2h: core-binding factor, runt domain, alpha subunit 2, translocated to, 2 homolog (human)  
 Cdt1: chromatin licensing and DNA replication factor 1  
 Dido1: death inducer-obliterator 1  
 Dpm1: dolichol-phosphate (beta-D) mannosyltransferase 1  
 Dppa5: developmental pluripotency associated 5  
 Eif4e2: eukaryotic translation initiation factor 4E member 2  
 Elovl6: ELOVL family member 6, elongation of long chain fatty acids (yeast)  
 Etv5: ets variant gene 5  
 Fkbp4: FK506 binding protein 4  
 Gnb2l1: guanine nucleotide binding protein (G protein), beta polypeptide 2 like 1  
 Hexb: hexosaminidase B  
 Igf2bp1: insulin-like growth factor 2 mRNA binding protein 1  
 Klf9: Kruppel-like factor 9  
 Mkrn1: makorin, ring finger protein, 1  
 Mtf2: metal response element binding transcription factor 2  
 Myg1: melanocyte proliferating gene 1  
 Pa2g4: proliferation-associated 2G4  
 Pitpnc1: phosphatidylinositol transfer protein, cytoplasmic 1  
 Ppm1a: protein phosphatase 1A, magnesium dependent, alpha isoform  
 Rest: RE1-silencing transcription factor  
 Rif1 /// LOC671598: Rap1 interacting factor 1 homolog (yeast) /// similar to Telomere-associated protein  
 RIF1 (Rap1-interacting factor 1 homolog) (mRif1)  
 Slc19a3: solute carrier family 19 (sodium/hydrogen exchanger), member 3  
 Slc22a12: solute carrier family 22 (organic anion/cation transporter), member 12  
 Slc25a36: solute carrier family 25, member 36  
 Tfrc: transferrin receptor  
 Tnpo3: transportin 3  
 Ube2h: ubiquitin-conjugating enzyme E2H  
 Ube2o: ubiquitin-conjugating enzyme E2O  
 Zfp297b: zinc finger protein 297B

**Upregulated in Oct4 knockdown embryos**

BC022623: cDNA sequence BC022623  
 2810429O05Rik: RIKEN cDNA 2810429O05 gene  
 Blcap: bladder cancer associated protein homolog (human)  
 Icosl: icos ligand  
 Sox2: SRY-box containing gene 2  
 Bcas2: breast carcinoma amplified sequence 2  
 Ldlr: low density lipoprotein receptor  
 Zfp219: zinc finger protein 219  
 Arl4c /// LOC632433: ADP-ribosylation factor-like 4C /// similar to ADP-ribosylation factor-like protein 7  
 Tcl1: T-cell lymphoma breakpoint 1  
 Dcp1a: decapping enzyme  
 Nes: nestin  
 Rbpsuh: Recombining binding protein suppressor of hairless (Drosophila)

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Table S9 — Functional categories that were enriched in upregulated genes in the Ccna2 knockdown model. (0.01 MB PDF)

**Table S9. Functional categories that were enriched in upregulated genes in the *Ccna2* knockdown model.**

|   | GOBPID     | P-value | Term                             |
|---|------------|---------|----------------------------------|
| 1 | GO:0044262 | 7.1E-4  | cellular carbohydrate metabolism |

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Table S10 — Functional categories that were enriched in downregulated genes in the Oct4 knockdown model. (0.02 MB PDF)

**Table S10. Functional categories that were enriched in downregulated genes in the *Oct4* knockdown model.**

|    | GOBPID     | P-value | Term                                  |
|----|------------|---------|---------------------------------------|
| 1  | GO:0006412 | 1.8E-7  | protein biosynthesis                  |
| 2  | GO:0009059 | 1.3E-6  | macromolecule biosynthesis            |
| 3  | GO:0006413 | 3.6E-6  | translational initiation              |
| 4  | GO:0009058 | 1.8E-5  | biosynthesis                          |
| 5  | GO:0044249 | 2.1E-5  | cellular biosynthesis                 |
| 6  | GO:0042254 | 2.3E-5  | ribosome biogenesis and assembly      |
| 7  | GO:0006396 | 3.0E-5  | RNA processing*                       |
| 8  | GO:0007046 | 3.3E-5  | ribosome biogenesis                   |
| 9  | GO:0016070 | 3.9E-5  | RNA metabolism                        |
| 10 | GO:0007028 | 7.0E-5  | cytoplasm organization and biogenesis |
| 11 | GO:0043037 | 1.1E-4  | Translation*                          |
| 12 | GO:0043170 | 1.2E-4  | macromolecule metabolism              |
| 13 | GO:0019538 | 1.6E-4  | protein metabolism                    |
| 14 | GO:0044238 | 3.1E-4  | primary metabolism                    |
| 15 | GO:0044267 | 3.1E-4  | cellular protein metabolism           |
| 16 | GO:0050875 | 3.3E-4  | cellular physiological process        |
| 17 | GO:0044237 | 5.3E-4  | cellular metabolism                   |
| 18 | GO:0044260 | 5.7E-4  | cellular macromolecule metabolism     |

Note: Highlighted categories were enriched in the *Ccna2* data set as well. Asterisk indicates functional categories that were specifically enriched in *Oct4* knockdown.

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Table S11 — Functional categories that were enriched in upregulated genes in the Oct4 knockdown model. (0.01 MB PDF)

**Table S11. Functional categories that were enriched in upregulated genes in the *Oct4* knockdown model.**

|   | GOBPID     | P-value | Term               |
|---|------------|---------|--------------------|
| 1 | GO:0044262 | 2.0E-4  | Alcohol metabolism |

# Supplementary material for: A Novel and Critical Role for Oct4 as a Regulator of the Maternal-Embryonic Transition
**Source:** PLoS One. 2008 Dec 31;3(12):e4109. doi: 10.1371/journal.pone.0004109
**Supplement:** Table S13 — Gene-specific primers and Taqman® probes that were used in q-PCR experiments. (0.04 MB PDF)

**Table S13. Gene-specific primers and Taqman® probes that were used in q-PCR experiments.**

Gene-specific primers used for Oct4 (302 bp product) were GCGCTTCTCTTTGGAAAGGTGTT (forward) and CTCGAACCACATCCTTCTCT (reverse), and those for *Ccna2* (212 bp product) were GATAGATTCCTCTCCTCCATG (forward) and TCACACACTTAGTGTCTCTGG (reverse).

| Probe Name | Applied Biosystems Assay ID/ Catalog No. | Probe Name    | Applied Biosystems Assay ID/ Catalog No. |
|------------|------------------------------------------|---------------|------------------------------------------|
| Bmpr1a     | Mm01208758_m1                            | Mouse b-actin | 4352341E                                 |
| Pou5f1     | Mm00658129_gH                            | Mouse b-actin | 4352933E                                 |
| Klf9       | Mm00495172_m1                            | Mouse Gapdh   | 4352932E                                 |
| Fgf4       | Mm00438917_m1                            |               |                                          |
| Sall4      | Mm01240680_m1                            |               |                                          |
| Bclaf1     | Mm00464127_m1                            |               |                                          |
| Yy1        | Mm00456392_m1                            |               |                                          |
| Pknox1     | Mm00479320_m1                            |               |                                          |
| Gata4      | Mm00484689_m1                            |               |                                          |
| Mta2       | Mm00488671_m1                            |               |                                          |
| Rest1      | Mm00803268_m1                            |               |                                          |
| Tcf15      | Mm00626495_m1                            |               |                                          |
| Dppa5      | Mm01171664_g1                            |               |                                          |
| Bmpr1a     | Mm00477650_m1                            |               |                                          |
| Fgfr1      | Mm00475318_g1                            |               |                                          |
| Il17rd     | Mm00460340_m1                            |               |                                          |
| Ubt1       | Mm00456972_m1                            |               |                                          |
| Gtf3c4     | Mm00557022_m1                            |               |                                          |
| Gtf3c2     | Mm00510828_m1                            |               |                                          |
| Polr3e     | Mm00491765_m1                            |               |                                          |
| Polr3a     | Mm00805896_m1                            |               |                                          |
| Eif3b      | Mm00659801_m1                            |               |                                          |
| Eif3s10    | Mm00468721_m1                            |               |                                          |
| Piwi2      | Mm00502383_m1                            |               |                                          |
| Eif4e      | Mm00725633_s1                            |               |                                          |
| Polr2h     | Mm01344328_g1                            |               |                                          |
| Eif2c5     | Mm01305462_m1                            |               |                                          |
| Eif3c      | Mm01278697_m1                            |               |                                          |
| Eif5b      | Mm01227234_m1                            |               |                                          |
| Papola     | Mm01334253_m1                            |               |                                          |
| Eif3e      | Mm01700222_g1                            |               |                                          |
| Sox2       | Mm03053810_s1                            |               |                                          |

How the deposited data were processed for this re-analysis (not part of the article)

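Gene expression of mouse embryos at the mid-2-cell stage was measured on 12 Affymetrix arrays of 4 groups with 3 arrays each: Oct4-MO embryos, Ccna2-MO embryos, and the uninjected embryos of each experiment. Samples were assigned to groups and pairs by their labels, which name the injected pool that each uninjected pool was cultured with. Each array held RNA of 20 pooled embryos, of which the equivalent of 10 was amplified in 2 rounds.

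The authors normalized the arrays with dChip and deposited 1 value per probe set, an intensity on a linear scale. The version of dChip and the options of its expression model are not given in the sources used here. The table holds 45001 probe sets; 64 control probe sets of the array were left out, which leaves 44937. Probe sets were named from the platform annotation: 34849 have 1 gene symbol, 928 have several and were not named, and 9160 have none. The match by gene ID changed 0 symbols. Rbm3 was named from the study's Table S4. For gene lists each of 18163 genes was represented by its brightest probe set. The brighter part of the array is the upper 22468 probe sets by mean log2 value.

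Values were analysed as log2(value + 16). Fold changes are on that scale and understate the changes of dim probe sets. With 39.3 to 42.7% of probe sets under 16 on an array, signal over background and the 3 arrays per group limit the precision. R 4.3.3 and limma 3.58.1 were used. One linear model with 4 group means was fitted over all 12 arrays, so that the groups share an estimate of the spread, with an intensity trend in the variance prior. Each injected group was compared with its own uninjected group, the changes in the knockdowns were compared with each other, and calls were made at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 24 lists tested. With a correlation estimated per list, none of the 26 list results that passed in either knockdown still passed. The estimate was -0.013 for trophectoderm genes and 0.0035 for immediate early and stress response genes, so a higher correlation was not the reason for these. Their unadjusted p from camera with the estimate were 0.020 and 0.0027 in Oct4-MO embryos. The other lists that passed had estimates above 0.01. The 4 lists that the study chose on these arrays were only counted. A gene is also called "adjusted over the list alone" when its limma p is adjusted over the measured genes of its list. Levels are given as mean ± SD of the authors' values.

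Group comparisons, gene lists, alternatives and the rule for named genes were set before the data were examined. The rule takes every gene the study names on gene chips, of which 1 is not reported here. It adds, per comparison and direction, the 10 genes with the largest log2 fold change among those that passed, had no overlap between groups and lay in the brighter part of the array. Where fewer than 5 passed, it takes the 10 with the smallest p, said not to pass. It also takes the 4 genes with the smallest p per list and comparison, and the 10 with the smallest p for the difference. The gene names in the study's tables had been seen.

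Each uninjected pool came from the same collection of embryos as the injected pool of its number and was cultured in parallel with it, as the labels state, so the numbers pair the samples. The deviations of paired arrays from their group means had correlations of 0.105, 0.0614 and -0.00013 in the Oct4-MO experiment and -0.015, 0.111 and 0.15 in the Ccna2-MO experiment. A fit with the pair as a block is given beside a call or count that it changes.

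The steps were tested on simulated arrays with the real means and spreads and a known set of changed probe sets. These were drawn from the brighter part of the array only. Their changes were added on the log2 scale of the analysis, so the folds below are on that scale and not of the intensity itself. Recovery of changes in the dimmer part of the array was not tested. In the Oct4-MO comparison, 14.9% of 67 changes of 2-fold, 61.2% of 67 of 4-fold and 93.9% of 66 of 8-fold were recovered, with 6 unchanged probe sets called. In the Ccna2-MO comparison the shares were 10.4%, 68.7% and 95.5%, with 5 unchanged probe sets called. A gene list lowered in the simulation was recovered and 0 of 23 other lists were called. The simulated noise was independent between probe sets, whereas the correlation estimated on the real arrays reached 0.53, for cytosolic ribosomal proteins. The simulation therefore cannot show how often lists are called falsely on these arrays.

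The alternatives were the block, all 6 uninjected arrays as controls, only the 6 arrays of a comparison in the fit, no intensity trend, 1 or 64 added before log2, the brighter part of the array alone, quantile normalization, centring of each array on the median of its brighter probe sets (median centring), array weights, the methods' t-test, a fold change of at least 1.5, a false discovery rate from 100 permutations, camera with an estimated correlation, the mean of a gene's probe sets, and each array left out in turn. For the similarity of arrays they were Spearman correlation, all probe sets, the 1000 most variable probe sets, a minimum value of 1000 and quantile normalization. The authors ranked genes by a method that combines fold change and an unpaired statistic, with a false discovery rate from permutations; its weights are not given in the sources used here, so it was not repeated. Present calls and gene ontology terms were not used here. The single-embryo q-PCR data were not analysed here.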

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

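Of the tests in this part, the comparison of the uninjected groups and the splits for gene lists, in each knockdown and for the difference, were chosen only after the results were seen.

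The change of 1 probe set differed between the knockdowns by the test of the difference. It is a dim one for Sirt5, a mitochondrial deacylase, chosen after its values were seen, with mean values of 8.95 in Oct4-MO embryos and 1.98 in their controls, and of 1.78 in Ccna2-MO embryos and 33.3 in theirs. The difference of log2 fold changes was 1.93 (standard error 0.21, adjusted p = 0.024). The uninjected groups differed at the same probe set too, by 1.45 on the log2 scale (adjusted p = 0.0041), so the difference rests largely on the higher level in the controls of the Ccna2-MO experiment, with the other 3 group means under 16. With the pair as a block it did not pass. Of 100 of the 200 possible splits of the arrays within the experiments, 4 called at least 1 probe set, the real split included, so chance can be excluded for the count only over splits that disregard the pairs. Of the 14 drawn that part all 6 pairs, as the real one does, 2 called at least 1 probe set, the real one included; 14 are too few for a share under 0.05. The highest other split called 1043 (379 higher and 664 lower) and the next largest 62. The former exchanges injected and uninjected arrays in the Ccna2-MO experiment and so adds the changes of the knockdowns in place of subtracting them, which points to a structure common to both experiments.

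The shifts of the ribosome biogenesis list and of the developmental regulators differed between the knockdowns by the test of the difference (adjusted p = 0.0164 for both) and did not with an estimated correlation (adjusted p = 0.98 and 0.36). At least 2 lists differed in 67 of 100 splits, the highest with 16, so chance cannot be excluded for this count.

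In the sources used here, the paper does not discuss the proteasome subunits, whose median log2 fold change was -0.32 in Oct4-MO and -0.345 in Ccna2-MO embryos. Nor does it discuss the immediate early and stress response genes, with a median of 0.29 in Oct4-MO embryos, or trophectoderm genes other than Cdx2, with a median of 0.22. These lists passed camera's test at the preset correlation and not with an estimated one.

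The uninjected groups of the experiments were not compared in the paper; 41 probe sets differed between them, 28 higher and 13 lower in the Ccna2-MO experiment. Raver1, an RNA-binding protein, was 1.66 higher on the log2 scale and Wee2, an oocyte kinase, had -1.79, both chosen after their values were seen. The count was 27 without Oct4-MO replicate 2 or 3, 2, 5 and 12 without uninjected replicates 1, 2 and 3 of the Oct4-MO experiment, and 14 without uninjected replicate 1 of the Ccna2-MO experiment.

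With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split called 33 probe sets in Oct4-MO embryos and the highest other 0, and in Ccna2-MO embryos 336 and 2. For the uninjected groups it called 41 and the highest other 1. It shifted 14 lists in Oct4-MO embryos, where another split shifted 12, and 12 lists in Ccna2-MO embryos, where another shifted 11. In each of these 5 cases 1 of the 10 splits, the real one, gave a result as large. The real split parts all 3 pairs; the other 3 splits that do so shifted at most 6 lists in Oct4-MO and 4 in Ccna2-MO embryos and called at most 0 and 2 probe sets. The 6 splits that part 1 pair shifted up to 12 and 11 lists and called at most 0 and 1 probe sets.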

How the results depend on the processing

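Of the results in this part, the comparison of the uninjected groups was chosen only after the results were seen. Counts are given as higher and lower probe sets in Oct4-MO, then in Ccna2-MO embryos; the reported counts are 13 and 20, then 152 and 184. With the pair as a replicate block they were 1 and 3, then 51 and 73. With all 6 uninjected arrays as controls they were 123 and 329, then 226 and 211. With only the 6 arrays of a comparison in the fit they were 0 and 0, then 3 and 0, as fewer arrays give fewer degrees of freedom. Without the intensity trend they were 6 and 10, then 103 and 152. With 64 added before log2 they were 8 and 10, then 144 and 179. Over the brighter part of the array they were 25 and 67, then 304 and 407, where fewer probe sets are tested. With array weights they were 71 and 186, then 36 and 51. The methods' t-test gave 0 in all 4 after Benjamini-Hochberg (2058 and 2234, then 2139 and 2103, at an unadjusted p under 0.05). The permutation false discovery rate gave 4 and 23, then 6 and 0. The probe set that differed between the knockdowns became 0 with the block, without the intensity trend, with 64 added, over the brighter part and in the t-test (1358 higher and 1548 lower at an unadjusted p under 0.05), and 53 with all 6 controls. Probe sets lower in both, 6 as reported, were 0 with the block and in the t-test, 39 with all 6 controls, 2 with 64 added and 21 over the brighter part. Those higher in both, 3 as reported, were 0 with the block and in the t-test, 18 with all 6 controls, 10 over the brighter part and 6 with array weights. Probe sets that differed between the uninjected groups were 221 with array weights, against 41. Lists shifted in Oct4-MO embryos, 4 higher and 10 lower, and in Ccna2-MO embryos, 1 higher and 11 lower, were 0 with an estimated correlation. Lists higher in Ccna2-MO embryos were 2 with all 6 controls or with only the 6 arrays, and 3 with quantile normalization, array weights or the mean of a gene's probe sets. With all 6 controls the median difference between the knockdowns reversed to -0.36 for cytosolic ribosomal proteins and to -0.032 for ribosome biogenesis. Except where stated, the cause was not tested.

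Leaving out each array in turn gave 0 to 19 higher and 0 to 68 lower probe sets in Oct4-MO embryos, and 8 to 272 higher and 9 to 380 lower in Ccna2-MO embryos. The lowest counts came without uninjected replicates 1 and 3 of the Oct4-MO experiment and without uninjected replicate 1 of the Ccna2-MO experiment, and the highest without Ccna2-MO replicate 2 for Oct4-MO and without Ccna2-MO replicate 3 for Ccna2-MO. Without Oct4-MO replicate 2 the Oct4-MO counts were 3 and 2, and without Ccna2-MO replicate 2 the Ccna2-MO counts were 31 and 29. The difference ran from 0 to 3, the calls lower in both from 0 to 8 and higher in both from 0 to 3. Lists higher in Ccna2-MO embryos ran from 1 to 2, and calls between the uninjected groups from 2 (without uninjected replicate 1 of the Oct4-MO experiment) to 48. The correlation of the knockdowns' log2 fold changes ran from 0.272 to 0.424. Of 458 log2 fold changes of named genes, 81 passed the test; over their 1782 alternative values, 1043 still passed in the same direction. The block was not run for the clustering, where pairs are part of the outcome, and gives no value for the uninjected groups, nor do all 6 controls. Beyond the calls given here and in the text, the block changed no list's call in either knockdown or in their difference. All 12 arrays were most similar to one of their own group, 9 to 12 in the alternatives with all arrays and 10 or 11 of 11 with an array left out. The 39.3 to 42.7% of probe sets under 16 limit what can be measured for dim genes.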

Differences from the paper's values

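None of the tests in this part was chosen only after the results were seen. The paper's lists hold 387 probe sets higher (Table S3) and 867 lower (Table S4) in Oct4-MO embryos, where limma called 13 and 20. The paper's threshold was a median false discovery rate of 5% from permutations over a combined ranking, and the one used here a Benjamini-Hochberg adjusted p under 0.05 from limma. None of the alternatives set before the data were examined brought either count within 1.5 times the paper's; the nearest were 123 and 329, with all 6 uninjected arrays as controls, where 81 of the Table S3 and 289 of the Table S4 probe sets were called. The methods name 6 control samples where they define the genes for the ontology tests, and whether the lists were made with 3 or 6 controls is not given in the sources used here. The paper states that the Oct4-regulated set was more than 3 times larger than the cyclin A2 set; the ratio of called probe sets was 0.0982 here. It was 2.95 with array weights and 4.5 with the permutation false discovery rate, both within 1.5 times of 3, and 1.03 with all 6 controls and 1.45 without Ccna2-MO replicate 2. It was under 1 in each other alternative that gives a ratio, which the methods' t-test does not. The counts of Tables S5 and S6, 165 and 215 in the paper, were within 1.5 times of the 152 and 184 found here, although 62 and 82 of the tables' probe sets were among these calls. They were not within 1.5 times with the block (51 and 73), array weights (36 and 51), only the 6 arrays of the comparison, the brighter part of the array, the methods' t-test or the permutation false discovery rate, nor, for Table S5, without the intensity trend. With single arrays left out both were within it only without Oct4-MO replicate 1, and Table S5 also without Ccna2-MO replicate 1; without uninjected replicate 1 of the Ccna2-MO experiment they were 8 and 9.

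In genes, Fig. 3B, read by eye, gives about 340 higher and about 690 lower in Oct4-MO embryos, where 5 and 12 were found here, and no alternative came within 1.5 times of these. It gives about 34 genes higher and about 100 lower in both knockdowns, where 2 and 3 were found, again with no alternative within 1.5 times. For Ccna2-MO embryos it gives about 140 higher and about 180 lower genes, where 84 and 85 were found. All 6 controls gave 118 and 128, and leaving out Ccna2-MO replicate 3 gave 131 and 206, within 1.5 times of the paper's values; median centring reached 128 for the lower genes only.

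The paper states that Sox2 and Piwil2 did not reach significance, and its Tables S3 and S4 list them; their adjusted p here were 0.14 and 0.13, and both passed with all 6 controls. The paper names Eif3c, Eif3b, Eif4e, Papola, Rbm3, Cpsf4, Dppa5, nestin, Hoxa3, Zar1, Nobox, Fgf4 and Klf9 as dependent on Oct4. All lay in the direction it states on their brightest probe sets, and none passed in limma. With all 6 controls Eif3c, Eif4e, Rbm3, Cpsf4, Zar1, Fgf4 and Klf9 passed, as did a pair of Papola's dimmer probe sets, while Eif3b, Dppa5a, nestin, Hoxa3, Nobox and the brightest probe set of Papola did not. Array weights also called Eif3c, Eif4e, Rbm3, Zar1, Klf9, Sox2 and Piwil2. The brighter part of the array also called Eif3c and Eif4e, median centring Eif3c, omission of Ccna2-MO replicate 2 Eif3c and Klf9, and omission of Oct4-MO replicate 1 Eif3c. The paper reports translation and RNA processing as enriched in the Oct4 set specifically (Table S10). Here the lists of initiation factors and of splicing were lower in both knockdowns, though not with an estimated correlation (adjusted p = 0.17 in Oct4-MO and 0.42 in Ccna2-MO embryos for initiation factors, 0.17 and 0.33 for splicing), and the difference did not pass (adjusted p = 0.43 for initiation factors and 0.71 for splicing). Table S10 lists translational initiation without the mark for Oct4 alone. The initiation factor list is closer to that term, so its shift in both knockdowns is no difference from the paper. The paper reports nucleotide metabolism as enriched in the cyclin A2 set, where the list tested here did not pass (adjusted p = 0.41), with 2 genes higher and none lower. For the paper's carbohydrate term in Table S9, the list tested here had an adjusted p of 0.97 from camera in Ccna2-MO embryos, with 4 genes higher and 1 lower. The paper's enrichments count the called genes of a term, whereas camera tests a shift of the whole list, so its result does not contradict them. Of 77 carbohydrate genes 4 were called higher, and of 60 nucleotide genes 2, against 84 of all 18163 genes. Over-representation was not tested here.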

Other observations

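Of the tests in this part, the one on a trend with brightness was chosen only after the results were seen. Jun, a transcription factor of the immediate early response, was 614 ± 196 in Oct4-MO embryos and 73.6 ± 46.4 in their uninjected controls (SD, n = 3 each), a log2 fold change of 2.92 (standard error 0.61, adjusted p = 0.12) from limma. Cebpb had a log2 fold change of 1.72, Ddit3, a transcription factor of the unfolded protein response, 1.29 and Cxcl1, a chemokine, 1.36 (adjusted p = 0.13, 0.15 and 0.16); a dimmer probe set of Cxcl1 rose, by 1.97 on the log2 scale (adjusted p = 0.045, and 0.083 with the block). Of 48 measured immediate early and stress response genes none passed in Oct4-MO embryos (9 higher and 3 lower at an unadjusted p under 0.05), adjusted over the list alone 6 were higher, and the list was shifted higher (adjusted p = 3.5e-04 from camera, and adjusted p = 0.065 with an estimated correlation). In Ccna2-MO embryos its median was 0.25, it did not pass (adjusted p = 0.058), and none of its genes passed in limma, also when adjusted over the list alone (7 higher and 2 lower at an unadjusted p under 0.05). Of 36 proteasome subunits, 32 lay below 0 in Oct4-MO embryos (adjusted p = 5.4e-05 from camera, and adjusted p = 0.18 with an estimated correlation), and none passed (11 lower and 1 higher at an unadjusted p under 0.05; 1 higher when adjusted over the list alone). Psmb4 and Psma4 had log2 fold changes of -1.01 and -0.74 (adjusted p = 0.26 and 0.26). In Ccna2-MO embryos Psma6, a subunit of the 20S core, fell (log2 fold change -2.06, adjusted p = 0.026), with 1 subunit higher and 3 lower when adjusted over the list alone, and the list was lower (adjusted p = 0.0012 from camera, and adjusted p = 0.34 with an estimated correlation). The difference between the knockdowns did not pass for either list (adjusted p = 0.43 and 0.97).

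Hsbp1, a regulator of heat shock factor, rose in Ccna2-MO embryos (log2 fold change 1.64, adjusted p = 0.011), and 2 of 45 heat shock and metallothionein genes passed there (4 higher when adjusted over the list alone; in Oct4-MO embryos none over all probe sets, with 6 higher and 4 lower at an unadjusted p under 0.05, and 2 higher when adjusted over the list alone). The list did not pass (median 0.15, adjusted p = 0.058; in Oct4-MO embryos median 0.01, adjusted p = 0.49). Plk2, a p53 target, rose in Ccna2-MO embryos (log2 fold change 1.86, adjusted p = 0.044 and 0.096 with the block), while Apaf1 was the only one of 33 p53 targets called in Oct4-MO embryos. With p adjusted over the list alone, 1 p53 target was higher and 1 lower in Oct4-MO embryos, and 2 were higher and 1 lower in Ccna2-MO embryos. The p53 list did not pass in Oct4-MO (median -0.05, adjusted p = 0.52) or Ccna2-MO embryos (-0.07 and 0.42). Ndufc1, a subunit of complex I, fell in Ccna2-MO embryos (log2 fold change -1.63, adjusted p = 0.033), the only one of 74 oxidative phosphorylation genes to pass, also when adjusted over the list alone; none passed in Oct4-MO embryos in limma (3 higher and 2 lower at an unadjusted p under 0.05) or when adjusted over the list alone. That list did not pass in Oct4-MO (median -0.13, adjusted p = 0.12) or Ccna2-MO embryos (-0.12 and 0.28). Markers of cumulus and granulosa cells, which surround the oocyte, did not pass in Oct4-MO (median 0.12, adjusted p = 0.24) or Ccna2-MO embryos (-0.06 and 0.94), and none of the 26 measured passed in limma in either, also when adjusted over the list alone (1 higher in Oct4-MO, 2 higher and 2 lower in Ccna2-MO embryos at an unadjusted p under 0.05). In Oct4-MO embryos the lists of chromatin modification and remodelling (median -0.11; adjusted p = 9.1e-04 from camera, and adjusted p = 0.12 with an estimated correlation), mitosis and chromosome segregation (-0.19; adjusted p = 8.7e-04 from camera, and adjusted p = 0.2 with an estimated correlation) and DNA replication and repair (-0.18; adjusted p = 0.0029 from camera, and adjusted p = 0.17 with an estimated correlation) were shifted lower. None of their genes passed in limma (6, 8 and 2 higher and 32, 19 and 13 lower at an unadjusted p under 0.05); adjusted over the list alone, 0, 1 and 0 were higher and 1, 2 and 2 lower. Nucleotide metabolism was not shifted (median -0.02, adjusted p = 0.61), and none of its genes passed, also when adjusted over the list alone (4 higher and 9 lower at an unadjusted p under 0.05). Sirt1, a deacetylase, and Mcm5, a subunit of the replicative helicase, had log2 fold changes of -1.65 and -1.58 (adjusted p = 0.066 and 0.065).

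On the arrays, all 28 measured of the 30 genes that Fig. 3D reports as lower by single-embryo q-PCR lay below 0 in Oct4-MO embryos, with a median log2 fold change of -0.82; none passed in limma (22 at an unadjusted p under 0.05), and adjusted over the list alone 22 were lower. In Ccna2-MO embryos 27 of the 28 lay below 0 too, with a median of -0.60; 1 fell in limma, and adjusted over the list alone 14 were lower. The 3 measured genes of Fig. 3C had a median of 1.36, none passed over all probe sets (2 at an unadjusted p under 0.05), and adjusted over the list alone 2 were higher. The study picked these genes from these arrays, so neither their direction nor their counts adjusted over the list alone are independent evidence. Rest and Mta2, which the study ranks as the most tightly regulated, had log2 fold changes of -0.41 and -0.84 in Oct4-MO embryos (adjusted p = 0.16 and 0.24); both passed with all 6 uninjected arrays as controls.

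More probe sets were lower than higher in Oct4-MO embryos, 20 against 13. This turned on single arrays: 7 were lower and 12 higher without Oct4-MO replicate 3, 2 and 3 without Oct4-MO replicate 2, 6 and 7 without uninjected replicate 2 of that experiment, and 0 and 0 without its uninjected replicates 1 or 3. After each array was centred on the median of its brighter probe sets, 23 were lower and 13 higher, a ratio of 1.77, and the brighter probe sets had a median log2 fold change of -0.03, which argues against a shift of whole arrays as the cause. Slower development of the injected embryos could raise maternal transcripts; the median of that list was 0.245, with an SD of 0.446 between its genes, while the list of genes activated at the 2-cell stage was not shifted, and this stays open. More degraded RNA could lower transcripts with distant 5' probes; the log2 ratio of the 3' to the 5' Gapdh probe sets was higher by 0.229 in Oct4-MO embryos, under the SD of 0.544 between Oct4-MO arrays, while that of Actb was lower, with means of -1.05 in Oct4-MO embryos and -0.85 in their controls (SD 0.72 and 0.47). The transcripts lean apart within the spread of 3 arrays, so this cannot be told apart. A direct role of Oct4 in transcription, the explanation the design gives, stays open as untested.

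The log2 fold changes of the knockdowns went together over the brighter probe sets (Pearson's r = 0.372, Spearman's rho = 0.366), across probe sets, which are not independent replicates. Of the 33 calls in Oct4-MO embryos 31 had the same sign in Ccna2-MO embryos, and of the 336 there 287 had the same sign in Oct4-MO embryos. After quantile normalization and removal of a smooth trend with brightness r was 0.370, which argues against such a trend as the cause. A response to the injection itself is a candidate explanation, as both groups were injected. The paper counts the cyclin A2 arrays as its control for microinjection and for oligonucleotides in the cytoplasm. No array holds a mismatch or human globin morpholino. The paper states that the genes it followed up by single-embryo q-PCR and found changed did not differ between uninjected embryos and embryos injected with a human globin morpholino, which covers those genes and was not analysed here. On the arrays, with r of 0.372 and a standard error of 0.147 from leaving out each array it cannot be told apart from effects that the knockdowns share.

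Fewer probe sets were called in Ccna2-MO than in Oct4-MO embryos in the paper, and more here. A larger spread between the Ccna2-MO arrays could lower their number of calls: the median SD of a brighter probe set was 0.398 there and 0.330 on Oct4-MO arrays. The variance of log2 fold changes less their sampling variance was 1.39 times as large in Ccna2-MO as in Oct4-MO embryos, and 0.940 without Ccna2-MO replicate 2 to 1.71 without Oct4-MO replicate 2. This range includes equal effects, so the explanation stays open.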
